# The muscle specific MEF2Dα2 isoform promotes muscle ketolysis and running capacity in mice

**DOI:** 10.1038/s44319-025-00578-3

**Published:** 2025-09-16

**Authors:** Sushil Kumar, Xuan Ji, Hina Iqbal, Xiangnan Guan, Brittany Mis, Devanshi Dave, Suresh Kumar, Jacob Besler, Ranjan Dash, Zheng Xia, Ravi K Singh

**Keywords:** MExercise Metabolism, Alternative Splicing, Ketone Body, MEF2 Transcription Factors, Metabolism, Musculoskeletal System

## Abstract

During prolonged starvation and exhaustive exercise, when there is low availability of carbohydrates, the liver breaks down fatty acids to generate ketone bodies, which are utilized by peripheral tissues as an alternative fuel source. The transcription factor MEF2D undergoes regulated alternative splicing in the postnatal period to produce a highly conserved, muscle specific MEF2Dα2 protein isoform. Here, we discover that compared to WT mice, MEF2Dα2 exon knockout (Eko) mice display reduced running capacity and muscle expression of all three ketolytic enzymes: BDH1, OXCT1, and ACAT1. MEF2Dα2 Eko mice consistently show increased blood ketone body levels in a tolerance test, after exercise, and when fed a ketogenic diet. Lastly, using mitochondria isolated from skeletal muscle, Eko mice show reduced ketone body utilization compared to WT mice. Collectively, our findings identify a new role for the MEF2Dα2 protein isoform in regulating skeletal muscle ketone body oxidation, exercise capacity, and systemic ketone body levels.

## Synopsis

The muscle specific MEF2Dα2 isoform is produced by regulated postnatal alternative splicing. Deletion of this exon in mice causes reduced running capacity and muscle ketolytic gene expression, leading to increased blood ketone body levels.

- The MEF2Dα2 Eko mice show reduced running capacity.
- Reduced muscle expression of BDH1, OCXT1, and ACAT1 in MEF2Dα2 Eko mice.
- Increased blood ketone bodies in MEF2Dα2 Eko mice after exercise, feeding of a high fat ketogenic diet, and in a tolerance test.
- MEF2D binds to the gene loci of all three ketolytic genes.

## Abstract (web summary)

The muscle specific MEF2Dα2 isoform is produced by regulated postnatal alternative splicing. Deletion of this exon in mice causes reduced running capacity and muscle ketolytic gene expression, leading to increased blood ketone body levels.

## Introduction

Skeletal muscles are essential for movement, postural stabilization, and breathing. In adulthood, human skeletal muscle makes up to 40% of the body weight and is the primary site for insulin-stimulated glucose disposal (Baron et al, 1988; Frontera and Ochala, 2015; Meyer et al, 2002). There is a growing recognition of the role skeletal muscle plays in whole-body metabolism as early disruptions in skeletal muscle carbohydrate and fatty acid metabolism correlate with developing type II diabetes and obesity (DeFronzo and Tripathy, 2009; Holloway et al, 2009; Kim et al, 2000). Conversely, exercise-mediated improved substrate storage and utilization in the skeletal muscle enhances whole-body metabolism to prevent and better manage metabolic diseases and aging-associated decline in bodily function while boosting the overall quality of life (Arad et al, 2020; Colberg et al, 2010; Kelley and Goodpaster, 2001; Stanford and Goodyear, 2014). Thus, skeletal muscle plays a broader role in maintaining whole-body metabolic and energy homeostasis and mediates interorgan crosstalk during normal physiology, aging, starvation, and disease states (Argiles et al, 2016; Mika et al, 2019; Wolfe, 2006).

Alternative splicing is one of the primary mechanisms for expanding the proteomic capacity of the mammalian genome (Liu et al, 2017; Nilsen and Graveley, 2010). The majority of alternative splicing occurs in a tissue-specific manner, including the brain, heart, and skeletal muscle, suggesting that the resultant protein isoforms promote tissue-specific functions (Kalsotra and Cooper, 2011; Pan et al, 2008; Wang et al, 2008). Additionally, the altered function of RNA-binding proteins (RBPs) that regulate alternative splicing in skeletal muscle has been associated with muscle dystrophies in humans (Pistoni et al, 2010; Singh and Cooper, 2012). Similarly, the altered expression of several RBPs which regulate alternative splicing in mouse skeletal muscle, including RBFOX, MBNL, and CELF proteins, causes changes in muscle mass, physiology, and metabolism (Lee et al, 2013; Sellier et al, 2018; Shi and Grifone, 2021; Singh et al, 2018; Ward et al, 2010). Furthermore, hundreds of skeletal muscle transcripts are alternatively spliced during the early postnatal period suggesting a role for the resultant alternate protein isoforms in adult skeletal muscle function and metabolism (Brinegar et al, 2017). However, the function of very few muscle-specific protein isoforms that are generated by alternative splicing has been investigated in detail (Giudice et al, 2016; Nakka et al, 2018; Vecellio Reane et al, 2016).

The myocyte enhancer factor 2 (MEF2) family of transcription factors cooperates with other transcriptional co-regulators and responds to multiple signals to regulate muscle gene expression and differentiation (Molkentin et al, 1995; Molkentin and Olson, 1996; Potthoff and Olson, 2007). Of the four vertebrate *Mef2* genes, *Mef2a*, *Mef2c*, and *Mef2d* are expressed in the adult skeletal muscle (Potthoff and Olson, 2007). MEF2 proteins bind to the A/T-rich consensus sequence through the conserved MADS-MEF2 domain at their N-terminus, while their C-terminal domain is highly divergent and generates diverse protein isoforms through alternative splicing (Martin et al, 1994; McDermott et al, 1993; Yu et al, 1992; Zhu et al, 2005). While the role of MEF2 paralogs in skeletal muscle development has been investigated (Anderson et al, 2015; Potthoff et al, 2007a; Potthoff et al, 2007b), the function of alternative splicing-generated MEF2 protein isoforms in adult skeletal muscle is still not well understood.

The alternative splicing of mutually exclusive α1 or α2 exon in the *Mef2d* transcripts produces the ubiquitous MEF2Dα1 or the muscle-specific MEF2Dα2 protein isoform (Martin et al, 1994; Sebastian et al, 2013). The α2-exon is highly conserved from fish to mammals suggesting an evolutionarily conserved role of the resulting MEF2Dα2 protein isoform in skeletal muscle. The muscle-specific inclusion of the α2-exon is regulated by RBFOX and MBNL splicing factors, and the inclusion of this exon is reduced in the muscles of myotonic dystrophy patients (Singh et al, 2018; Thomas et al, 2017). Previous studies have reported that the Mef2dα2 isoform promotes myoblast fusion in culture and improves muscle regeneration when overexpressed (Sebastian et al, 2013; Singh et al, 2014). However, the in vivo role of MEF2Dα2 protein isoform in adult skeletal muscle has not been studied.

In the present study, we deleted the α2-exon of Mef2d using CRISPR-Cas9 to identify its role in skeletal muscle. Compared to age-matched wild-type (WT) mice, Mef2dα2 exon knockout or Mef2dα2 Eko mice had no changes in overall muscle mass, fiber type, fiber number, glucose tolerance test, and grip strength. However, the Mef2dα2 Eko mice displayed ~30% reduced endurance running capacity compared to age-matched WT mice. In addition, RNA-sequencing of muscle RNA identified modest gene expression changes with 74 upregulated and 40 downregulated genes in sedentary Mef2dα2 Eko compared to sedentary WT mice (adjusted *P* value <0.05). One of the downregulated genes, 3-Hydroxybutyrate Dehydrogenase 1 (Bdh1), encodes a key enzyme in the oxidation of ketone bodies. A targeted analysis of other ketolytic genes also identified reduced expression of OXCT1 and ACAT1. Compared to WT mice and consistent with decreased expression of all ketolytic enzymes in skeletal muscle, Mef2dα2 Eko mice displayed reduced clearance of 3-hydroxybutyrate in a tolerance test and increased blood ketone body availability after exercise and feeding of a ketogenic diet. Thus, our results demonstrate the role of muscle-specific MEF2Dα2 protein isoform in ketone body utilization in postnatal skeletal muscle and maintenance of running capacity in mice.

## Results

### Deleting the Mef2dα2 exon does not affect the splicing of other MEF2 paralogs

The inclusion of α2-exon increases postnatally to >70%, such that MEF2Dα2 is the predominant protein isoform in adult skeletal muscle (Fig. EV1A) (Brinegar et al, 2017). To determine the in vivo role of the muscle-specific MEF2Dα2 protein isoform, we used CRISPR-Cas9 to generate mice lacking the α2 exon. A total of 24 founder mice were generated, and of these, at least three mice had germline transmission of the α2 deletion. We randomly selected two of these founder lines for this study (line 1 and 2 corresponding to tag numbers #1047 and #1056, respectively). Before phenotyping, both lines were backcrossed to wild-type (WT) mice in the same background (C57BL6/J) for >6 generations. For phenotyping, heterozygous mice (Mef2dα2^e-/wt^ x Mef2dα2^e-/wt^) were crossed to obtain age-, sex-, and genetic background-matched control WT (Mef2dα2^wt/wt^) and Mef2dα2 exon knockout or Mef2dα2 Eko mice (Mef2dα2^e-/e-^). RT-PCR analysis of *Mef2d* transcripts in gastrocnemius and soleus muscles showed complete skipping of the α2 exon in Mef2dα2 Eko mice, whereas muscles from age-matched WT mice showed ~70% inclusion of the α2 exon (Figs. 1A and EV1B). Moreover, the absence of α2 exon in Mef2dα2 Eko mice muscles led to 100% inclusion of the mutually exclusive alternate α1 exon (Figs. 1A and EV1B). The deletion of the α2 exon did not affect the splicing of alternate β exon in Mef2d transcripts in Mef2dα2 Eko or WT muscles (Fig. 1A, bottom panel). We also examined the alternative splicing of *Mef2a* and *Mef2c* transcripts and found no changes between WT and Mef2dα2 Eko muscles (Fig. EV1C). The MEF2D protein levels were similar in Mef2dα2 Eko muscles compared to WT, as assessed by immunoblotting of tibialis anterior (TA) and soleus muscle extracts in both lines (Figs. 1B and EV1D). RT-qPCR analysis in Mef2dα2 Eko mouse line 1 quadriceps and soleus revealed no changes in the mRNA levels of *Mef2d*, *Mef2a*, or *Mef2c* between the WT and Mef2dα2 Eko mice (Fig. 1C). In Mef2dα2 Eko mouse line 2, there was no change in expression of *Mef2d*, *Mef2a*, or *Mef2c* levels in quadriceps. However, in the soleus muscle, a moderate but significant increase in *Mef2c* transcripts was observed in Mef2dα2 Eko mice, in comparison to WT mice, but there was no change in the expression of *Mef2a* or *Mef2d* transcript levels (Fig. EV1E). In summary, except for the intentional deletion of the Mef2dα2 exon, we do not observe any effect on alternative splicing of other MEF2 paralogs.

**Figure 1:**
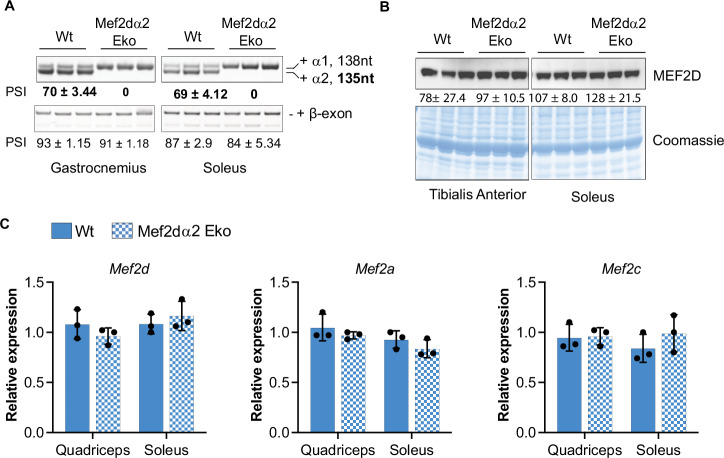
Deletion of Mef2dα2 exon does not affect the expression of MEF2D protein level and expression or splicing of other MEF2 genes. (**A**) RT-PCR analysis of the mutually exclusive α-exons and alternative β exon in *Mef2d* transcript using total RNA from the indicated muscle groups from Wt and Mef2dα2 Eko mice from line 1. The numbers indicate the percent spliced in (PSI) for indicated exon. Data are mean ± SD; *n* = 3. Bold numbers indicate significance by Student *t* test. (**B**) Western blot showing MEF2D protein levels in TA (upper left) and Soleus muscles (upper right) from line 1. Bottom panels show Coomassie stained blots from the upper panels showing total protein loaded. The numbers indicate the relative protein level normalized to total protein by Coomassie stained blots. Data are mean ± SD; *n* = 3. (**C**) RT-qPCR showing mRNA levels *Mef2d*, *Mef2a*, and *Mef2c* relative to *Rpl30* using total RNA in the indicated muscle groups from line 1 mice. Data are mean ± SEM; *n* = 3. No significant changes were found between the genotypes by multiple *t* test in (**B**, **C**). Source data are available online for this figure.

**Figure EV1:**
Deletion of Mef2dα2 exon does not affect the expression or splicing of other MEF2 genes. (**A**) RT-PCR analysis of the mutually exclusive α-exons in *Mef2d* transcript using total RNA from the indicated fetal hind limb muscle and tissues from adult wild-type mice. (**B**) RT-PCR analysis *of Mef2d* α exons using soleus RNA from line 2. The numbers indicate PSI; data are mean ± SD; *n* = 3. The numbers indicate the percent spliced in (PSI). Bolded numbers are significant by Student *T* test. (**C**) RT-PCR analysis of the alternative exons in *Mef2c* and *Mef2a* transcripts using total RNA from gastrocnemius muscle from line 1. Data are mean ± SD; *n* = 3. PSI for exon is indicated and was not significantly different between the genotypes by Student’s *t* test. (**D**) Western blot showing MEF2D protein levels in TA (upper left) and Soleus muscles (upper right) from line 2. The bottom panels show Coomassie stained blots, from the upper panels showing total protein loaded. The numbers are mean ± SD; *n* = 3. Student’s *t* test found no differences in genotypes. (**E**) RT-qPCR showing relative mRNA levels *Mef2d*, *Mef2a*, and *Mef2c* relative to *Rpl30* using total RNA in the indicated muscle groups from line 2 mice. Data are mean ± SEM; *n* = 4. **P = 0.0088 (multiple Student’s *t* test, unpaired). Source data are available online for this figure.

### No observable differences between sedentary WT and Mef2dα2 Eko mice

The Mef2dα2 Eko mice were indistinguishable from their WT littermates, and there was no difference in the body weights of gender-matched WT and Mef2dα2 Eko mice at 9–10-weeks-age (Figs. 2A and EV2B). The tibia length normalized weights of quadriceps, soleus, TA, extensor digitorum longus (EDL), and gastrocnemius were also similar between WT and Mef2dα2 Eko mice in both lines (Figs. 2B and EV2A,B). Given the role of skeletal muscle in whole-body glucose metabolism, we performed a glucose tolerance test (GTT) in sedentary WT and Mef2dα2 Eko mice. We found no differences between the genotypes in either line (Figs. 2C and EV2C). Given the role of Mef2d in fiber-type composition (Potthoff et al, 2007b), we performed fiber-typing of EDL and soleus muscles by immunostaining for myosin heavy chain (MHC) isoforms. Our analysis revealed no significant alteration in the fiber-type composition of the muscle groups examined between the WT and Mef2dα2 Eko mice in both lines (Figs. 2D,E and EV2D,E). The number and cross-sectional area distribution of the myofibers in the EDL and soleus muscles were also similar between the WT and Mef2dα2 Eko in both lines (Figs. 2F and EV2F). Overall, there was no difference between WT and Mef2dα2 Eko sedentary mice.

**Figure 2:**
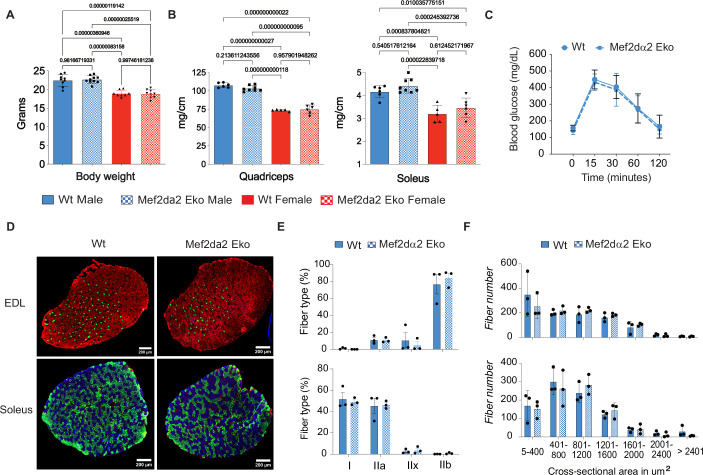
Body or muscle weight, fiber type, cross-sectional area, and glucose tolerance are the same in WT and Mef2dα2 Eko mice. (**A**, **B**) Body and indicated tibia length normalized muscle weights from 9 to 10 weeks-old mice from line 1. Data are mean ± SD; *n* ≥ 8 for body weight and *n* ≥ 5 for muscle weights. n.s. not significant; *P* > 0.05, ****P < 0.0001, ***P < 0.001, *P < 0.05 by one-way ANOVA. (**C**) Glucose tolerance test or GTT 15-week-old male mice from line 1. Data are mean ± SD, *n* = 9. (**D**) Representative images showing cross-sections of EDL (top) and Soleus (bottom) muscles from line 1 mice immunostained for MHC-isoforms; MYH7 (Type I, blue), MYH2 (Type IIa, green), MYH4 (Type IIb, red), and MYH1 (Type IId/x, unstained). (**E**) Quantification of fiber-type proportion for EDL (top) and Soleus (bottom). Data are mean ± SEM; *n* = 3. (**F**) Distribution of cross-sectional area of myofibers in EDL (top) and Soleus (bottom) muscles from line 1 mice. Data are mean ± SEM; *n* = 3. Multiple *t* tests were performed, and no significant genotype differences were found in (**C**–**F**). Source data are available online for this figure.

**Figure EV2:**
No observable phenotypes in Mef2dα2 Eko mice. (**A**) Isolated muscle weights of the indicated muscle groups from line 1 mice normalized to tibia length. Data are mean ± SD; *n* ≥ 5. ****P < 0.0001 by one-way ANOVA. (**B**) Body and indicated muscle weights of 7-month-old mice normalized to tibia length from line 2. Data are mean ± SD; *n* ≥ 4. ****P < 0.0001, ***P < 0.001 by one-way ANOVA. (**C**) GTT in line 29-weeks-old mice from line 2. Data are mean ± SD, *n* = 9. (**D**) Representative images showing cross-sections of EDL (top) and Soleus (bottom) muscles from line 2 mice immunostained for MHC-isoforms; MYH7 (Type I, blue), MYH2 (Type IIa, green), MYH4 (Type IIb, red), and MYH1 (Type IId/x, unstained). (**E**) Quantification of fiber-type proportion in EDL (top) and soleus (Bottom). Data are mean ± SEM; *n* = 3. (**F**) Distribution of cross-sectional area of myofibers in EDL (top) and Soleus (bottom) muscles from line 2 mice. Data are mean ± SEM; *n* = 3. Multiple *t* tests were performed, and no significant genotype differences were found in (**C**, **E**, **F**). Source data are available online for this figure.

### Mef2dα2 Eko mice exhibit impaired endurance running capacity

To assess differences in muscle performance, we measured all-limb grip strength normalized to body weight in Mef2dα2 Eko and age- and gender-matched WT mice. We found no differences between the genotypes in either sex in both lines (Figs. 3A and EV3A). To evaluate the running capacity in WT and Mef2dα2 Eko mice, we employed a treadmill running protocol (Fig. 3B). Following a three-day acclimatization period, WT and Mef2dα2 Eko mice were forced to run on a motorized treadmill at moderate but constant speed till exhaustion. We found that the running distance and time were ~30% reduced in Mef2dα2 Eko mice compared to WT in both lines in male animals (Figs. 3C and EV3D). However, female mice showed variable results between the genotypes in the two lines. In line 1, there was no difference in running time and distance between the genotypes, whereas, in line 2, Mef2dα2 Eko mice showed a ~20% reduction in running time before exhaustion (Fig. EV3D). In conclusion, our results show that the muscle-specific MEF2Dα2 protein isoform promotes endurance capacity in mice in a gender-biased manner.

**Figure 3:**
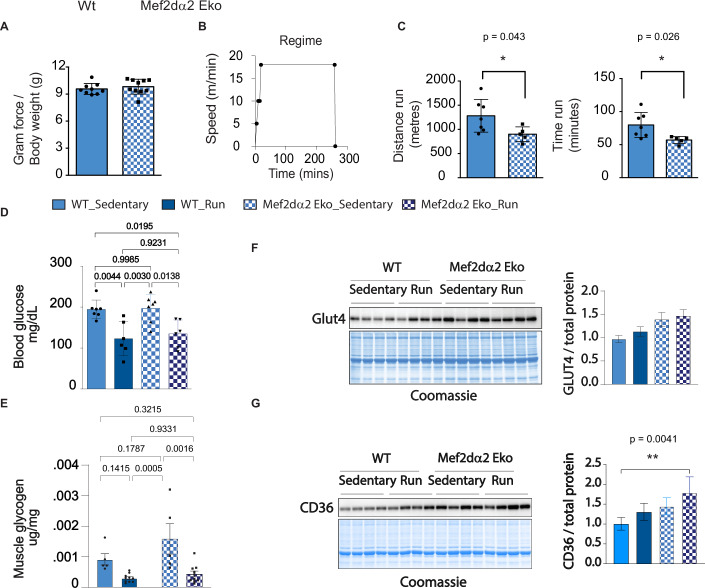
Mef2dα2 Eko mice show reduced running capacity without affecting glucose and fatty acid transporter expression or muscle glycogen level. (**A**) All limb grip strength normalized to body weight from 9 to 10-weeks age male mice from line 1. Data are mean ± SD; *n* ≥ 9. Student *t* test found no differences between the genotypes. (**B**) A graph showing endurance treadmill running regimen used in our study. (**C**) Endurance capacity of indicated male mice from line 1 measured as distance run (left) and time (right) to exhaustion. Data are mean ± SD; *n* ≥ 5 mice per group. *P < 0.05, (unpaired Student’s *t* test). The exact *P* value is indicated above the bar graphs. (**D**) Blood glucose in indicated male sedentary mice and mice that were run till near exhaustion. Data are mean ± SEM; *n* ≥ 6, n.s, not significant; *P* > 0.05, *P < 0.05, **P < 0.01 (one-way ANOVA). (**E**) Muscle glycogen level normalized to tissue weight in indicated sedentary and exercised mice. Data are mean ± SD; *n* ≥ 5 mice per group. n.s, not significant; *P* > 0.05, **P < 0.01, ***P < 0.001 (one-way ANOVA). (**F**, **G**) Western blot showing GLUT4 (**F**) and CD36 (**G**) protein levels using total protein extract in indicated male sedentary mice and mice that were run till near exhaustion. Panels on the right show quantification of GLUT4 (**F**) and CD36 (**G**) proteins shown in the images on the left normalized to total protein loaded as estimated by Coomassie staining of the same blot. Data are mean ± SD; *n* = 4. **P < 0.01 (one-way ANOVA). The exact *P* value is indicated above the bar graphs. Source data are available online for this figure.

**Figure EV3:**
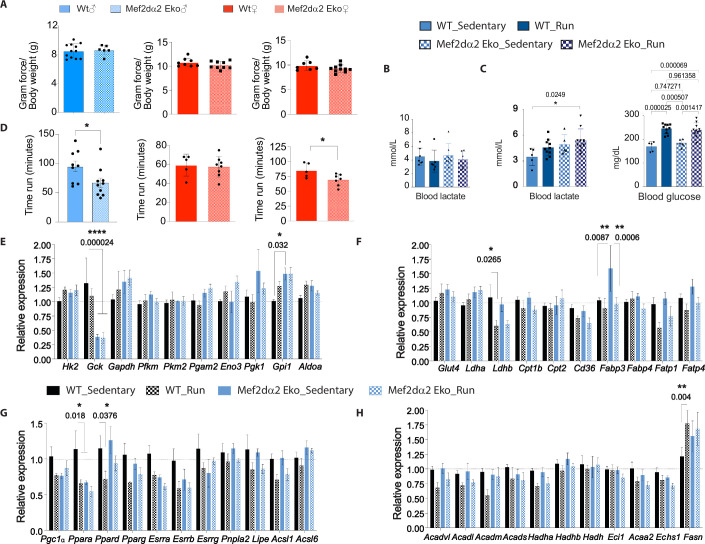
Mef2dα2 Eko mice show moderate changes in muscle expression of genes involved in glucose and fatty acid metabolism. (**A**) All limb grip strength of indicated male mice from line 2 when normalized to body weight at 9–10-weeks age (left panel, *n* ≥ 6). All limb grip strength, normalized to body weight, of indicated age-matched female mice from line 1 (middle panel, *n* ≥ 8) and line 2 (right panel, *n* ≥ 7). Data are mean ± SD. Multiple *t* test found no differences between the genotypes. (**B**) Blood lactate levels in indicated sedentary mice and mice run at constant moderate speed till near exhaustion from line 1. Data are mean ± SD; *n* ≥ 5. No genotype differences found by one-way ANOVA. (**C**) Blood lactate (left) and glucose (right) levels in indicated mice and mice run using increasing speed or high-intensity protocol. Data are mean ± SD; *n* ≥ 5. The exact *P* value is indicated above the bar graphs. (**D**) Endurance capacity of line 2 male mice measured as time to exhaustion during a treadmill running protocol (left panel, *n* ≥ 9), Data are mean ± SEM; *n* ≥ 9 mice per group. *P = 0.0326 by unpaired Student’s *t* test. Time to exhaustion for indicated female in line 1 (middle panel, *n* ≥ 5, no difference between the genotype by unpaired Student’s *t* test) and line 2 (right panel, *n* ≥ 5, *P = 0.0293 by unpaired Student’s *t* test). Data are mean ± SD. Gene expression analysis in sedentary and run mice subjected to a moderate-intensity treadmill running protocol till near exhaustion. Muscles were harvested immediately after exercise. RT-qPCR showing mRNA levels of genes involved in glycolysis (**E**), glucose and fatty acid transport (**F**), and FA metabolism (**G**, **H**) relative to *Rpl30* in indicated mice. Data are mean ± SEM; *n* = 4. (*P < 0.05, **P < 0.01, two-way ANOVA). Selected *P* values are indicated above the bar graphs. Source data are available online for this figure.

### Glycogen storage and utilization are not affected in Mef2dα2 Eko muscles

Exercise endurance capacity is determined by the efficient import, storage (glycogen and intramuscular triglycerides), and utilization of carbohydrates, lipids, and ketone bodies in skeletal muscle (Egan and Zierath, 2013; Evans et al, 2017; Evans et al, 2022; Hargreaves and Spriet, 2018). Compared to untrained age-matched WT mice, untrained Mef2dα2 Eko male animals in both lines showed a similar decrease in running capacity (Figs. 3C and EV3D). Thus, we utilized only male animals from one line to correlate the storage and utilization of carbohydrates with reduced endurance capacity in Mef2dα2 Eko mice. We measured plasma glucose and lactate, a byproduct of glycolysis in skeletal muscle in response to muscle activity, in sedentary and two different exercise conditions: a moderate but constant speed, similar to our endurance test (Fig. 3B), and a high-intensity increasing speed regimen. In both regimens, mice were run for a fixed time (see “Methods” section), before exhaustion, for blood glucose, lactate, and muscle glycogen levels measurements. Compared to age- and genotype-matched sedentary mice, there was a moderate, although not significant, increase in blood lactate after high-intensity exercise regimen in both WT and Mef2dα2 Eko mice (Fig. EV3C). Additionally, there was a significant increase in blood glucose in both WT and Mef2dα2 Eko mice, likely released from liver glycogen breakdown (Fig. EV3C). However, there was no significant difference in blood lactate or glucose between the WT and Mef2dα2 Eko mice in sedentary or run conditions (Fig. EV3C). When mice were run at constant but moderate speed till near exhaustion, compared to age- and genotype-matched sedentary mice, there was a significant decrease in blood glucose in both WT and Mef2dα2 Eko mice, but there was no difference between the genotypes (Fig. 3D). In addition, there was no difference in blood lactate level in either WT or Mef2dα2 Eko mice compared to sedentary mice (Fig. EV3B). We conclude that the loss of MEF2Dα2 isoform does not affect the blood glucose or lactate level in response to two different exercise regimens.

We also measured muscle glycogen levels in sedentary and exercised mice in the high-speed regimen when glycogen is a preferred substrate. Compared to sedentary mice, there was no difference in basal glycogen level between WT and Mef2dα2 Eko mice (Fig. 3E). After exercise, muscle glycogen level decreased, compared to sedentary mice, in both WT and Mef2dα2 Eko mice muscle (Fig. 3E). However, the difference was not statistically significant in WT mice. Nevertheless, there was no difference between the genotypes, suggesting that basal glycogen storage and its utilization during exercise is not different in WT and Mef2dα2 Eko mice muscles.

### Modest changes in glucose and fatty acid metabolic factors in Mef2dα2 Eko muscles

MEF2 transcription factors have previously been shown to regulate the expression of the gene encoding GLUT4, the predominant glucose transporter in skeletal muscle (Knight et al, 2003; Thai et al, 1998). We assessed the expression of transcripts encoding GLUT4, 10 glycolytic enzymes, lactate dehydrogenase a (LDHA) and b (LDHB) by RT-qPCR (Fig. EV3E,F). Compared to sedentary and age-matched WT muscles, glucokinase (Gck) transcripts were significantly decreased, whereas glucose-6-phosphate isomerase 1 (Gpi1) transcripts were significantly increased in sedentary Mef2dα2 Eko muscles, but there was no change in these transcript level in response to exercise in either genotype (Fig. EV3E). Ldhb transcript levels were not different between the genotypes in sedentary or exercised conditions, but transcript levels decreased in both genotypes after exercise, albeit the decrease was statistically significant only in WT muscles (Fig. EV3F). Compared to WT, aged-matched Mef2dα2 Eko mice muscles showed a trend for higher GLUT4 protein levels by immunoblotting, but the increase was not significant in sedentary or exercised mice muscles (Fig. 3F). Additionally, the muscle *Glut4* transcript levels were not different between genotypes in sedentary or exercised muscles (Fig. EV3F).

At moderate-speed running, both carbohydrates and fatty acids are utilized as an energy source (Coyle, 1995; Muscella et al, 2020; Romijn et al, 1993). Thus, we assessed the expression of the predominant fatty acid transporter protein, CD36, in skeletal muscle by immunoblotting. Compared to WT mice, CD36 muscle expression was higher (~40%), in sedentary age-matched Mef2dα2 Eko mice (Fig. 3G). After exercise, CD36 levels increased in both WT and Mef2dα2 Eko muscles (~25–30%), but there was no genotype difference (Fig. 3G). Notably, there was no difference in CD36 transcript levels between the genotypes in sedentary or exercised muscles (Fig. EV3F). We also quantified the expression of transcripts encoding 28 other fatty acid metabolism proteins involved in fatty acid transport, beta-oxidation, and regulatory function by RT-qPCR (Fig. EV3F–H). Compared to sedentary and age-matched WT muscles, Mef2dα2 Eko muscles showed significantly higher expression of transcripts encoding fatty acid binding protein 3 (FABP3) (Fig. EV3F). Compared to sedentary muscles, exercised muscles showed a moderate reduction in Ppara and Ppard transcript levels in WT mice but not in Mef2dα2 Eko mice (Fig. EV3G), whereas transcripts encoding fatty acid synthase (FASN) were upregulated after exercise in WT muscles but not in Mef2dα2 Eko muscles (Fig. EV3H). Overall, of the 24 fatty acid metabolism related transcripts, there were modest to no difference in expression between the genotypes (Fig. EV3F,H).

### Identification of transcriptome changes in Mef2dα2 Eko mice muscles

To identify the transcriptome-wide effect of Mef2d α2-exon deletion on muscle gene expression, we performed deep RNA-sequencing using polyA-selected quadriceps RNA from two sedentary littermate WT and Mef2dα2 Eko mice. 

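RNA came from the quadriceps of 4 male mice at 20 weeks of age, 2 WT and 2 Mef2dα2 Eko mice, and each mouse gave 1 library. The authors aligned the reads to the mm10 mouse genome, estimated the number of reads from each gene with RSEM using the Ensembl annotation of GRCm38, and deposited these expected counts without normalization for 51826 rows, each with a gene symbol. RSEM divides reads that match several genes among them with a probability model, so the counts of near-identical genes depend on that model. The deposited expected counts were all whole numbers, so rounding them to whole numbers, which edgeR takes, changed none. Total expected counts were 76748043 and 79771613 in the WT mice and 85176059 and 72626757 in the Mef2dα2 Eko mice, so the totals of the genotypes overlapped. No pair of libraries was alike within counting noise, since the chi-square statistic per degree of freedom between pairs lay between 39.1 and 236.

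Counts were compared between the genotypes with edgeR's quasi-likelihood test after TMM normalization, over the 16120 genes that passed edgeR's filter on low counts, and p-values were adjusted by the Benjamini-Hochberg method. Log2 fold changes are for Mef2dα2 Eko against WT mice. Levels are in CPM, the counts scaled to the library totals after TMM normalization, given as mean ± SD over the 2 mice of a genotype. An exact two-sided permutation test of 2 mice against 2 cannot give a p below 0.333, so the calls rest on edgeR's model, which shares the estimate of the spread among genes. The smallest level this depth can show, taken as 3 counts in a library, was between 0.0352 and 0.0413 CPM. Such floors cover counting error only, because the reads carry no molecular identifiers.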

On average, our RNA-sequencing yielded 139 million reads/sample of which ~80% of reads matched uniquely to the mouse genome (Table EV1). 

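The paper's numbers of reads per library in Table EV1 are 139104047 and 138569899 for the WT mice and 150801024 and 127699889 for the Mef2dα2 Eko mice. The paper's shares of uniquely mapped reads are 79.0% and 81.3% in WT and 80.4% and 80.9% in Mef2dα2 Eko mice. The total expected counts, which the comparisons between genotypes use as the depth, came to 69.9% and 70.8% of the paper's uniquely mapped reads in the WT mice and to 70.3% in both Mef2dα2 Eko mice. The 10 genes with the most counts took 31.6% and 29.6% of all counts in the WT mice and 30.3% and 31.4% in the Mef2dα2 Eko mice.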

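Mef2d (ENSMUSG00000001419.17) lies on chromosome 3 of GRCm38 from 88142372 to 88172086 on the plus strand and has 4 protein-coding transcripts in GENCODE release M21. The α1 exon, in 3 of these transcripts, runs from 88158034 to 88158171 and is 138 bp long. The α2 exon runs from 88158221 to 88158355, is 135 bp long and belongs to a single transcript, Mef2d-202. Both are exon 4 of the transcripts that hold them, and no transcript holds both.

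**Figure D1:**
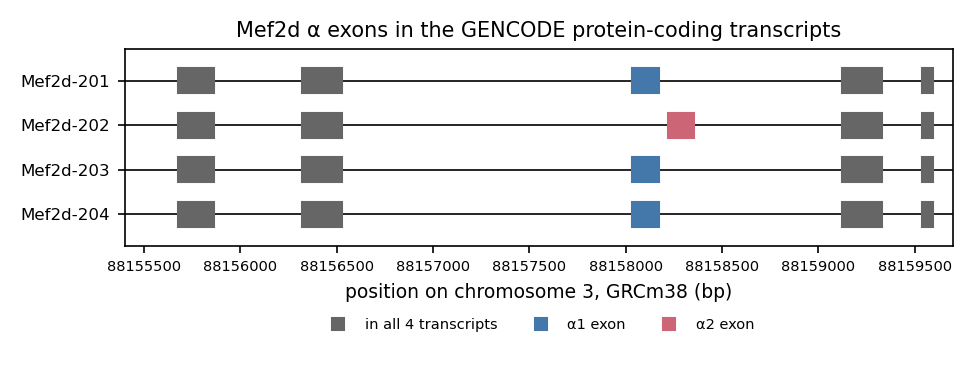
Exons of the 4 protein-coding Mef2d transcripts around the α exons, by position on chromosome 3 (GRCm38, bp). Boxes are exons; the α1 exon is drawn in Mef2d-201, Mef2d-203 and Mef2d-204 and the α2 exon in Mef2d-202 alone.

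The deposited expected counts are per gene and do not separate the α1 and α2 exons. Mef2d had 19687 and 18393 counts in the WT mice and 21695 and 17206 counts in the Mef2dα2 Eko mice. Its level was 243 ± 22.6 CPM (SD, n = 2 mice) in WT and 246 ± 7.82 CPM (SD, n = 2 mice) in Mef2dα2 Eko mice, a log2 fold change of 0.02 (standard error 0.08, adjusted p = 0.960 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The difference was smaller than the spread between mice of a genotype. The gene overlaps 1700113A16Rik on the other strand, and the paper's text does not name a strand setting for counting.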

Our RNA-seq analyses also validated the targeted deletion of MEF2D α2 exon (Fig. 4A). In addition, there were 114 differentially expressed genes between WT and Mef2dα2 Eko muscles (False discovery rate or FDR or *P* adjusted value < 0.05). 

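Of the 16120 genes tested, 67 had an adjusted p below 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Both Mef2dα2 Eko mice lay on the same side of both WT mice for all 67 genes, as they did for 43.8% of all genes tested, where chance alone gives 33.3% of genes. Of the paper's 114 genes, 43 were among the 67, another 70 were tested with an adjusted p of 0.05 or more, and 1, Gm26723, had too few counts for the filter, with 103 counts in WT replicate 1 and 0 in the other libraries. All 113 that were tested changed in the direction the paper gives. Adjusted over the paper's own list alone, all 113 passed, which shows no stability because the list was called on these data. The remaining 24 of the 67 genes are not on the paper's list. The number of genes moved most without the filter on low counts, to 799 of 24621 genes. Across the genes tested, which are not independent replicates, the rank correlation of the log2 fold change with the GC content of the transcripts was -0.21.

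**Figure D2:**
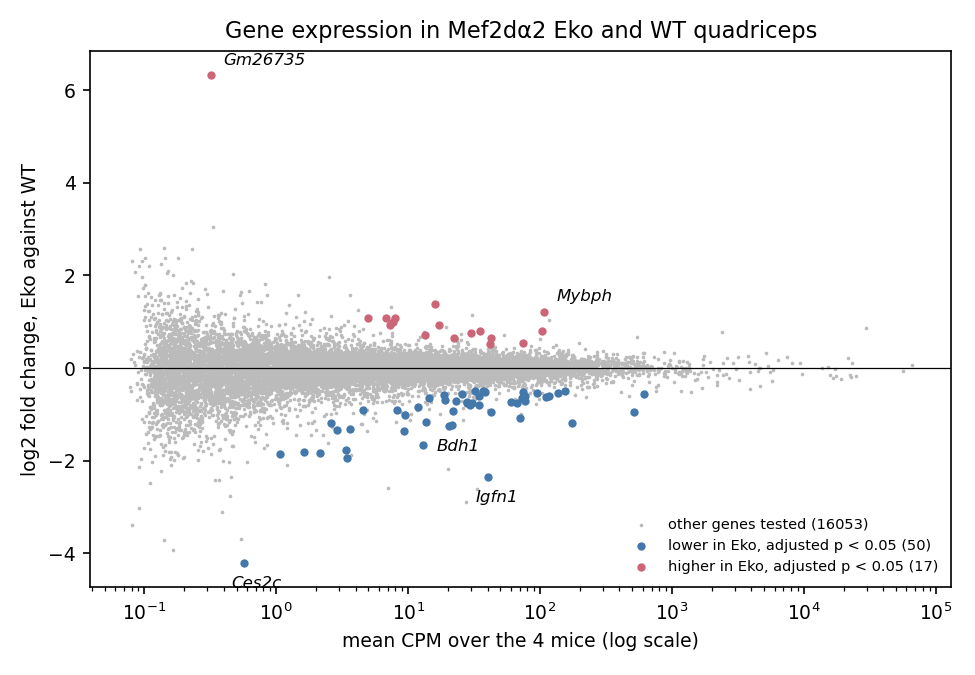
Log2 fold change of each of the 16120 genes tested (Mef2dα2 Eko against WT) by its mean CPM over the 4 mice (log scale). Blue points are the 50 genes lower and red points the 17 genes higher in Mef2dα2 Eko mice at an adjusted p below 0.05, and grey points are the other genes, which spread more widely at low CPM.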

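In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 50 genes were lower and 17 were higher in Mef2dα2 Eko than in WT quadriceps, so 74.6% of the genes called were lower. The share moved most with DESeq2, to 58.5%, with 186 genes lower and 132 higher. The largest decrease was in Ces2c (ENSMUSG00000061825.10, chromosome 8 of GRCm38 from 104847068 to 104854483), which had 85 counts in each WT mouse and 4 and 5 counts in the Mef2dα2 Eko mice (log2 fold change -4.21, standard error 0.41, adjusted p = 0.0301). Ces2c belongs to a family of carboxylesterase genes among which reads can be shared. Apart from Igfn1, the next largest decreases were in Tph1, Gm10851 and Inpp5j, with log2 fold changes of -1.95, -1.84 and -1.83. Gm10851 overlaps Pfkfb3 and Inpp5j overlaps Pla2g3 on the other strand.

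Among the genes higher in Mef2dα2 Eko muscles, the long noncoding RNA gene Gm26735 (ENSMUSG00000097461.1, chromosome 13 from 28943048 to 28951671) had 1 and 0 counts in the WT mice and 59 and 42 counts in the Mef2dα2 Eko mice. Against the smallest level the WT libraries can show, it was at least 16.6-fold higher (adjusted p = 0.0424 from edgeR's quasi-likelihood test). It overlaps Sox4 on the other strand. Zfp503, Mybph, Il12a and Ostn followed with log2 fold changes of 1.39, 1.22, 1.08 and 1.08. Mybph had the smallest adjusted p of all genes in this test, 0.00855, with 65.0 ± 1.29 CPM (SD, n = 2 mice) in WT and 151 ± 6.44 CPM (SD, n = 2 mice) in Mef2dα2 Eko mice. With each mouse left out in turn, the log2 fold change of Mybph stayed between 1.17 and 1.27. Mybph overlaps Adora1 and Ostn overlaps Gm32312 and Gm15970 on the other strand.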

Of these, 74 genes were downregulated and 40 upregulated in Mef2dα2 Eko muscles in comparison to age-matched WT muscles (Fig. 4B). We performed gene ontology analyses for genes that were downregulated using Database for Annotation, Visualization and Integrated Discovery (David) (Huang da et al, 2009), and identified enrichment of genes involved in regulating kinase, catalytic, and oxidoreductase activity, and cytoskeletal binding proteins (Fig. EV4A). 

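The paper's source data list the genes behind the terms kinase activity, catalytic activity, oxidoreductase activity and actin binding, 23 genes in all. All 23 were lower in Mef2dα2 Eko than in WT mice, with log2 fold changes from -2.60 to -0.36, and for each of them both Mef2dα2 Eko mice were below both WT mice. The paper called these genes lower on the same libraries, so their direction here gives no independent support. In edgeR's quasi-likelihood test, 10 of the 23 had an adjusted p below 0.05 over all genes tested. Among these were 5 of the 7 oxidoreductase genes (Bdh1, Msrb1, Cbr2, Tph1 and Smox), 2 of the 6 actin-binding genes (Diaph1 and Msrb1), the kinase genes Ckmt2 and Sbk2, and Odc1 among the catalytic genes. Smox was the most abundant of the oxidoreductase genes, at 677 ± 81.7 CPM (SD, n = 2 mice) in WT and 352 ± 8.63 CPM (SD, n = 2 mice) in Mef2dα2 Eko mice (log2 fold change -0.94, standard error 0.09, adjusted p = 0.0307). Without the filter on low counts, all 23 passed the same threshold, but in that fit all genes shared a trend of the spread. The same fit called 799 genes in all and set aside each gene's own spread between mice, so it adds little for these 23.

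The genes that did not pass included those with the widest spread between WT mice. Cyp2e1 was at 19.2 and 5.06 CPM in the WT mice and at 1.93 and 2.08 CPM in the Mef2dα2 Eko mice (log2 fold change -2.60, standard error 0.57, adjusted p = 0.177 from edgeR's quasi-likelihood test). Pck1 was at 8.78 and 2.77 CPM in the WT mice and at 2.10 and 1.01 CPM in the Mef2dα2 Eko mice (log2 fold change -1.88, standard error 0.56, adjusted p = 0.289 from the same edgeR test).

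**Figure D3:**
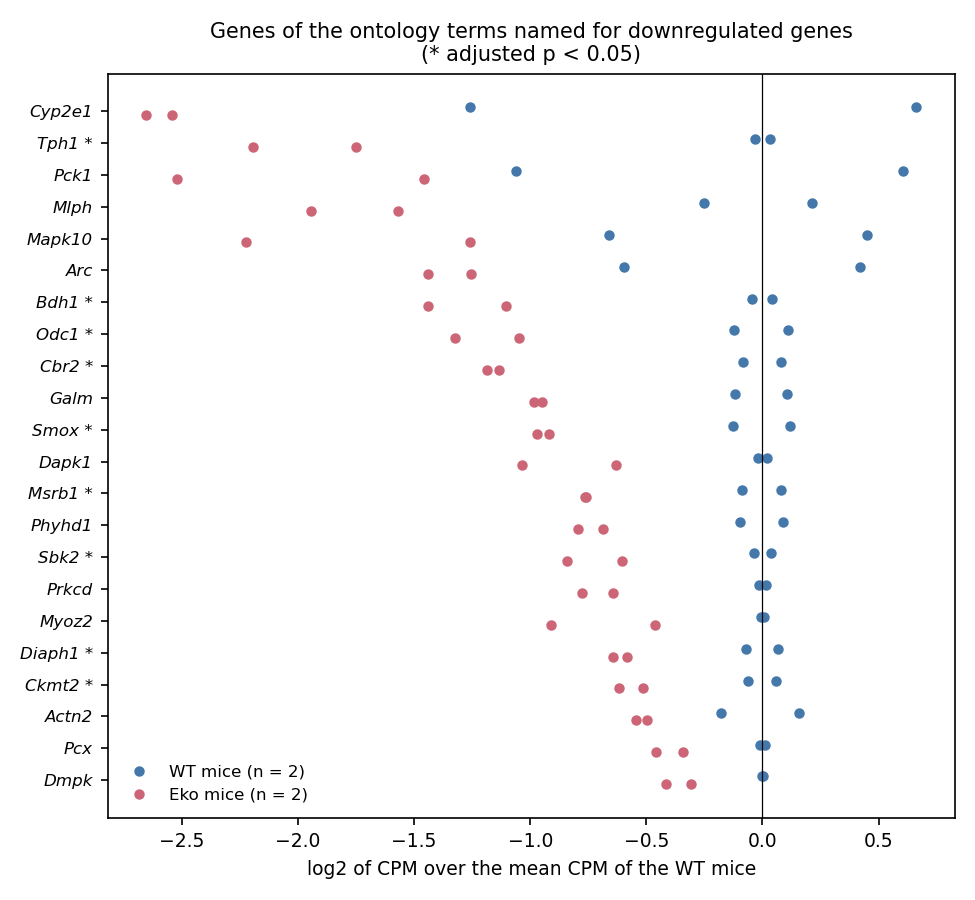
CPM of 22 of the 23 genes in each mouse, as the log2 of the ratio to the mean CPM of the WT mice. Blue points are the 2 WT mice and red points the 2 Mef2dα2 Eko mice, and an asterisk marks the 9 of these genes with an adjusted p below 0.05; the WT mice lie farthest apart for Cyp2e1 and Pck1.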

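For the higher genes, the paper's source data name Gdnf, Fgf2 and Wnt4 under branching in ureteric bud morphogenesis, Gdnf and Fgf2 under organ induction, Wnt4 and Epha7 under regulation of cell-cell adhesion, and Fgf2 and Wnt4 under negative regulation of wound healing, so 4 genes make up the terms. All 4 were higher in both Mef2dα2 Eko mice than in both WT mice, with log2 fold changes of 1.82 for Gdnf, 0.86 for Epha7, 0.66 for Fgf2 and 0.61 for Wnt4. Since the paper called them higher on the same libraries, their direction gives no independent support. None of the 4 had an adjusted p below 0.05 in edgeR's quasi-likelihood test over all genes, although 1864 genes, these 4 included, had an unadjusted p below 0.05. Their adjusted p-values were 0.130, 0.124, 0.0563 and 0.0818 in the same order. With the likelihood ratio test of edgeR or with DESeq2, all 4 passed. Gdnf had few reads, with 19 and 38 counts in the WT mice and 117 and 86 counts in the Mef2dα2 Eko mice. Epha7 overlaps Gm11915 on the other strand. Fgf2 overlaps Nudt6 on the other strand.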

Among the 40 upregulated genes, there was an enrichment of genes involved in organ development, morphogenesis, cell-cell adhesion, and wound healing response (Fig. EV4B).

**Figure 4:**
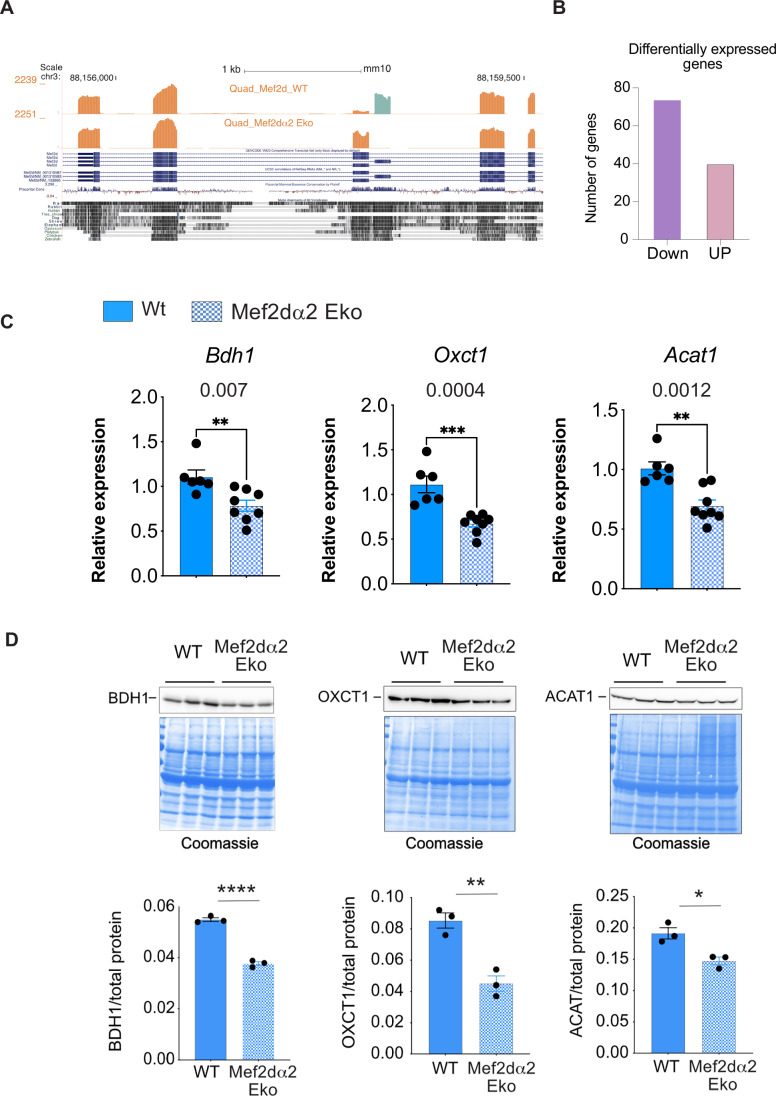
Mef2dα2 Eko mice show reduced muscle expression of ketolytic genes. (**A**) RNA-sequencing data using poly-A selected RNA from WT and MEF2Dα2 Eko quadriceps muscles were aligned to mm10 UCSC browser showing *Mef2d* α exons region. (**B**) Graph showing number of genes that were down or upregulated in MEF2Dα2 Eko muscles in comparison to age and sex-matched WT muscles (FDR < 0.05). (**C**) RT-qPCR showing relative expression of *Bdh1, Oxct1, and Acat1* transcripts normalized to *Hprt* transcript levels in WT and MEF2Dα2 Eko soleus muscles from line 1. Data are mean ± SEM; *n* ≥ 6. **P < 0.01, ***P < 0.001 (Student’s *t* test). The exact *P* value is indicated above the bar graphs. (**D**) Western blot showing BDH1 level in soleus muscles of indicated mice from line 1. The panel on the right show BDH1, OXCT1, and ACAT1 level when normalized to total protein loaded as estimated by Coomassie staining of the same blot. Data are mean ± SEM, *n* = 3, *P < 0.016, **P < 0.0042, ****P = 0. 000082 (Student’s *t* test). Source data are available online for this figure.

**Figure EV4:**
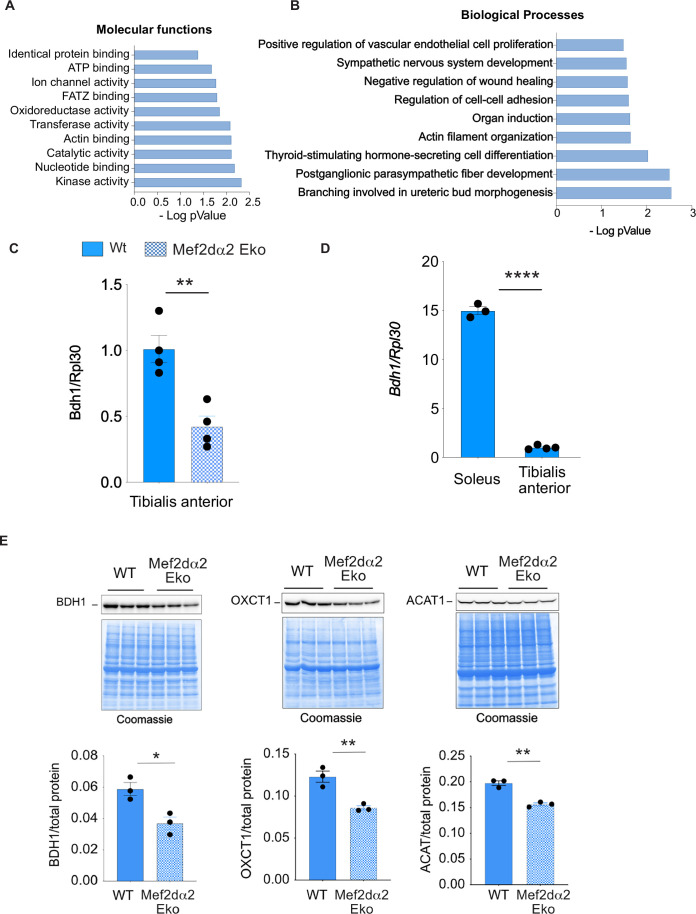
Mef2dα2 Eko mice show reduced muscle expression of ketolytic enzymes. Gene ontology analysis using DAVID showing enrichment of molecular functions (**A**) and biological processes (**B**) among genes that are downregulated in MEF2Dα2 Eko muscles with *P* value < 0.05 using Fisher’s exact test. (**C**) RT-qPCR showing relative expression of *Bdh1* normalized to *Rpl30* transcript levels in WT and MEF2Dα2 Eko TA muscles from line 1. Data are mean ± SEM; *n* = 4. **P < 0.01 (*P* = 0.004 by unpaired Student’s *t* test). (**D**) Relative expression of *Bdh1* transcripts normalized to *Rpl30* in indicated muscles from WT mice. Data are mean ± SEM, *n* = 3, ****P < 0.0001, (*P* = 0.00000021 by unpaired Student’s *t* test). (**E**) Western blot showing BDH1, OXCT1, and ACAT1 level in soleus muscles of indicated mice from line 3. The panels below show BDH1, OXCT1, and ACAT1 level when normalized to total protein loaded as estimated by Coomassie staining of the same blot. Data are mean ± SEM, *n* = 3, *P < 0.05 (*P* = 0.0186 for BDH1), **P < 0.01 (*P* = 0.0065 for OXCT1, and *P* = 0.0013 for ACAT1 by unpaired Student’s *t* test). Source data are available online for this figure.

Given that efficient substrate utilization for energy production is a key determinant of exercise capacity, we focused our analyses to identify genes involved in carbohydrate and fatty acid oxidation. We found that Gck transcripts were also downregulated in our RNA-seq analyses in Mef2dα2 Eko muscles (Fig. EV3E; Table EV2). However, Gck is expressed at a very low level in skeletal muscle, wherein hexokinase II is the predominant kinase for glucose phosphorylation (Printz et al, 1997; Ritov and Kelley, 2001).

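Hexokinase II is encoded by Hk2 (ENSMUSG00000000628.10), on chromosome 6 of GRCm38 from 82725025 to 82774454. Hk2 was at 484 ± 26.2 CPM (SD, n = 2 mice) in WT and 472 ± 18.2 CPM (SD, n = 2 mice) in Mef2dα2 Eko quadriceps. The log2 fold change of Hk2 was -0.04 (standard error 0.07, adjusted p = 0.890 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), within the spread between mice. Hk2 overlaps Gm17034 on the other strand.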

### Reduced muscle expression of ketolytic genes in Mef2dα2 Eko mice causes increased systemic BHB availability

We also found *Bdh1* transcripts to be downregulated in our RNA-seq analyses in Mef2dα2 Eko muscles. 

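Bdh1 (ENSMUSG00000046598.15) lies on chromosome 16 of GRCm38 from 31422280 to 31458901 on the plus strand and overlaps Gm15743 on the other strand. It had 2261 and 2271 counts in the WT mice and 1162 and 763 counts in the Mef2dα2 Eko mice. Its level was 28.9 ± 1.21 CPM (SD, n = 2 mice) in WT and 12.1 ± 1.99 CPM (SD, n = 2 mice) in Mef2dα2 Eko quadriceps, which is 41.7% of the WT mean. The log2 fold change was -1.26 (standard error 0.12, adjusted p = 0.0301 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), larger than the spread between mice. With each mouse left out in turn, it stayed between -1.43 and -1.10. The paper reasons that efficient substrate utilization is a key determinant of exercise capacity, and looked among the genes for carbohydrate and fatty acid oxidation. It states from its RNA-seq data that Bdh1 transcripts are downregulated in Mef2dα2 Eko muscles. It also measured Bdh1 transcripts by RT-qPCR in soleus and TA and BDH1 protein by immunoblotting in soleus, and reports both as reduced.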

Ketone bodies, primarily acetoacetate (AcAc) and 3-Hydroxybutyrate (BHB), are released into the bloodstream by the liver in response to starvation and energetic stress, including prolonged exercise (Evans et al, 2017; Evans et al, 2022). BDH1 catalyzes the interconversion of AcAc to BHB and regulates the oxidation of BHB in skeletal muscle to support muscular activity (Cox and Clarke, 2014). Our RT-qPCR analyses showed ~30% and 58% downregulation of *Bdh1* transcripts in Mef2dα2 Eko mice in soleus and TA muscles in comparison to age-matched WT mice, respectively (Figs. 4C and EV4C). Additionally, we found that *Bdh1* expression is ~14-fold higher in Soleus than TA muscle (Fig. EV4D). Thus, we performed immunoblotting using a BDH1-specific antibody and total protein from soleus muscles from WT and age-matched Mef2dα2 Eko mice, which confirmed ~35% reduction in BDH1 protein level in Mef2dα2 Eko muscles in both lines (Figs. 4D and EV4E). Furthermore, our focused analyses of two remaining muscle ketolytic enzymes found reduced OXCT1 and ACAT1 expression in the soleus muscles of Mef2dα2 Eko mice compared to age-matched WT mice (Figs. 4D and EV4E). In conclusion, these results indicate a reduced expression of all three ketolytic enzymes in the skeletal muscles of Mef2dα2 Eko mice.

It has been suggested that skeletal muscle is a major organ for ketone body oxidation at rest and during exhaustive exercise and recovery period (Balasse and Fery, 1989; Evans et al, 2017; Laffel, 1999). Thus, we hypothesized that a reduced expression of ketolytic enzymes would cause decreased BHB utilization in skeletal muscle, leading to increased systemic availability of ketone bodies. We tested our hypothesis in physiological experiments in a series of experiments using age-matched WT and Mef2dα2 Eko male mice. First, in our BHB tolerance test, Mef2dα2 Eko mice displayed reduced clearance of BHB compared to age-matched WT mice (Fig. 5A). Second, we measured BHB level immediately after forced treadmill exercise and during the recovery period, up to 3 h, in age-matched WT and MEF2Dα2 Eko mice. Compared to WT mice, the blood BHB levels were increased in MEF2Dα2 Eko mice immediately after exercise, which increased further during the recovery period, 2- and 3-h post-exercise (Fig. 5B). Lastly, we placed mice on matched control and ketogenic diet for 2 weeks. We found increased BHB levels in MEF2Dα2 Eko mice compared to age-matched WT mice (Fig. 5C). Therefore, we conclude that the MEF2Dα2 protein isoform promotes the expression of ketolytic genes in skeletal muscle during the postnatal period and adulthood, likely enhancing muscular activity through ketone body utilization.

**Figure 5:**
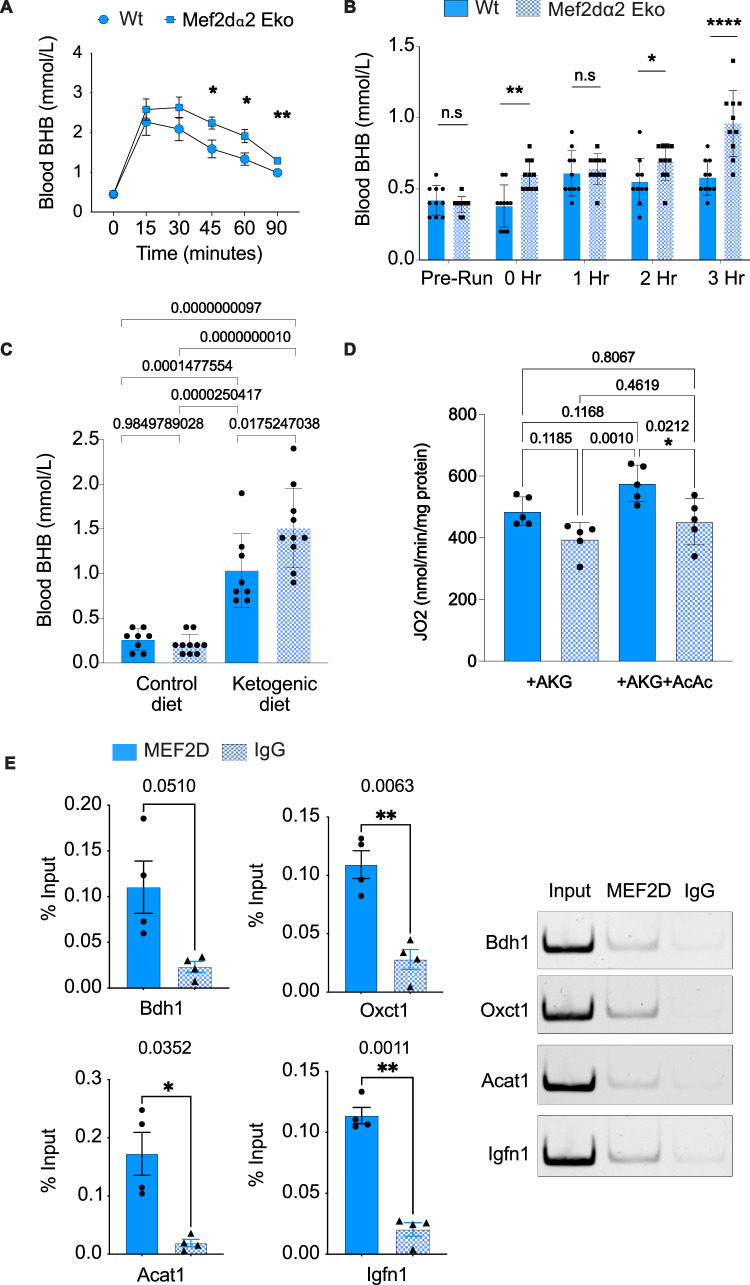
Mef2dα2 Eko mice show decreased muscle use of ketone bodies, and MEF2D binds to ketolytic gene regions in muscle. (**A**) β-hydroxybutyrate (BHB) tolerance test in untrained 28-week-old male sedentary mice. Graphs displays mean ± SEM, with *n* ≥ 9. *P < 0.05 (*P* = 0.02525 at 45 min, *P* = 0.021921 at 60 min), **P < 0.01 (*P* = 0.002777 at 90 min) by multiple *t* test between genotypes at different time-points. (**B**) The indicated age-matched male mice were run for 55 min at 18 m/min, and BHB was measured immediately after running (0 h), and 1–3 h post-run. The pre-run BHB values are from the same mice a day before the experiment. Data are mean ± SD, *n* = 10, n.s. not significant; *P* > 0.05, **P < 0.01 (*P* = 0.00121 at 0 h), *P < 0.05 (*P* = 0.0485 at 2-h post-exercise), ***P < 0.001 (0.000233088 at 3-h post-exercise) by multi*p*le *t* test between genotypes at different time-points. (**C**) The indicated age-matched male mice were fed control or ketogenic diet for 2-weeks and BHB was measured without fasting. Data are mean ± SD; *n* ≥ 8. The exact *P* value as calculated by one-way ANOVA is indicated above the bar graphs. (**D**) Comparison between state 3 JO_2_ (ADP 200 µM) for isolated mitochondria from WT and MEF2Dα2 Eko skeletal muscles in presence of alpha-ketoglutarate (AKG) and AKG+Acetoacetate (AcAc). The representative time courses for these experiments are shown in Fig. EV5B. Data are mean ± SD; *n* = 5. The exact *P* value as calculated by one-way ANOVA is indicated above the bar graphs. (**E**) ChIP quantitative PCR for indicated genes using MEF2D and Serotype control (IgG) are shown (left), representative DNA product visualized on a 5% acrylamide gel (right). Data are mean ± SD; *n* = 4. For Bdh1, actual *P* value is indicated; for others, *P < 0.05, **P < 0.01 (paired Student’s *t* test). The exact *P* value is indicated above the bar graphs. Source data are available online for this figure.

**Figure EV5:**
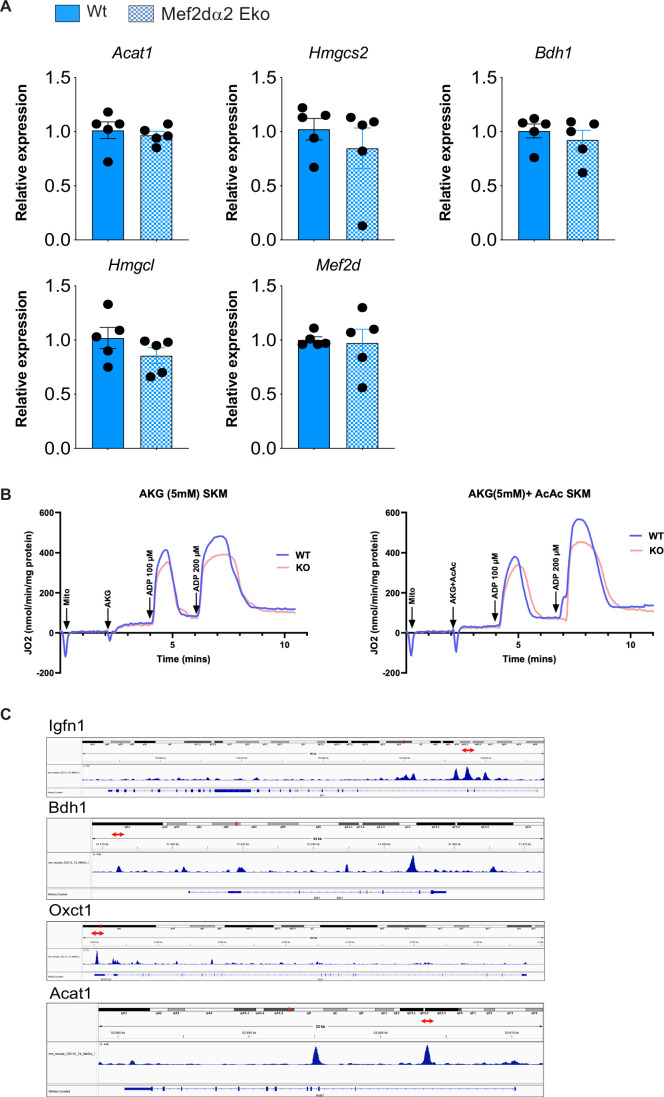
Gene expression related to ketone body metabolism does not differ in the livers of Mef2dα2 Eko mice. (**A**) RT-qPCR showing relative expression of indicated transcripts normalized to *Hprt* transcript levels using total RNA from WT and MEF2Dα2 Eko mice livers. Data are mean ± SEM, *n* = 5, Student’s *t* test found no differences in genotypes. (**B**) Representative time-courses of isolated mitochondrial respiration for WT and MEF2Dα2 Eko mice transitioning from state 1 to state 4 respiration under AKG± AcAc. The respiratory rates are expressed as nmol/min/mg mitochondrial protein. The transitions from state 1 to state 4 respiration were monitored by first adding isolated mitochondria (0.05 mg/mL) to the respiration buffer at *t* = 0 min leading to state 1. At *t* = 2 min, substrates were added to energize the mitochondria, which led to state 2 respiration. This was followed by sequential additions of incremental ADP concentrations (100 and 200 µM). AKG: Alpha-ketoglutarate and AcAc: acetoacetate. (**C**) MEF2D ChIP data from Gönczi et al viewed on IGV viewer (version 2.19.4) for Igfn1, Bdh1, Oxct1, and Acat1 gene locus. The bi-directional arrowed line shows the region where we designed our primers for our analyses. Source data are available online for this figure.

### Reduced utilization of ketone bodies in mitochondria isolated from Mef2dα2 Eko mice muscles

Increased blood ketone body levels were observed in Mef2dα2 Eko mice in a tolerance test and after exercise, suggesting a reduced ketone body utilization within the skeletal muscle. The increased blood ketone bodies could also result from increased ketone body production by the liver. However, we didn’t find any significant changes in the expression of liver ketogenic gene transcripts, including *Acat1*, *Hmgcs2, Hmgcl*, and *Bdh1* (Fig. EV5A). OXCT1 (also known as succinyl-CoA:3-oxoacid-CoA transferase or SCOT) is the rate-limiting enzyme for ketolysis, which uses AcAc and succinyl CoA as a substrate to produce acetoacetyl-CoA and succinic acid. Acetoacetyl-CoA is then converted to two molecules of Acetyl-CoA to feed the TCA cycle for NADH production. A study recently reported minimal utilization of ketone bodies by isolated mitochondria from skeletal muscle using Oroboros (Petrick et al, 2020). Thus, to stimulate mitochondrial utilization of AcAc, we added alpha-ketoglutarate (AKG), which generates succinyl CoA via the TCA cycle. A higher succinyl CoA level is expected to increase AcAc utilization by OCXT1, as both succinyl CoA and AcAc are needed for its activity. Using this strategy, we showed increased AcAc utilization and respiration (JO_2_) using mitochondria isolated from skeletal muscle in the presence of AKG. We also found that isolated mitochondria from Mef2dα2 Eko mice displayed reduced utilization of ketone bodies and JO_2_ compared to mitochondria isolated from age-matched WT mice (Fig. 5D). We also observed reduced JO_2_ using mitochondria from Mef2dα2 Eko mice when AKG alone was supplied as a substrate; however, the increase in JO_2_ was significant when AcAc was supplied with AKG in WT mice but not in Mef2dα2 Eko mice (Figs. 5D and EV5B). Thus, we conclude that increased blood ketone bodies in Mef2dα2 Eko mice in tolerance test and after exercise are due to reduced utilization of ketone bodies in skeletal muscle, likely contributing to reduced running capacity in Mef2dα2 Eko mice.

### MEF2D binds to ketolytic genes in skeletal muscle

To determine if MEF2D can bind to the genomic regions of the ketogenic genes we analyzed publicly available ChIP-seq data from differentiated C2C12 cultures and found MEF2D occupancy within the promoter (~10 kb upstream of the gene), and gene body of Bdh1, Oxct1, and Acta1 genes (Fig. EV5C) (Gonczi et al, 2023). To determine whether MEF2D binds to ketolytic genes in mouse skeletal muscle, we performed chromatin immunoprecipitation (ChIP) in wild-type mouse muscles using an MEF2D-specific antibody. Published data from other groups have shown that the Igfn1 gene is a direct target of MEF2D, and overexpression of the MEF2α2 isoform, but not the MEF2α1 isoform, leads to a substantial increase in Igfn1 expression in differentiated C2C12 cultures. (Gonczi et al, 2023; Sebastian et al, 2013). Our RNA-seq data shows reduced Igfn1 transcript expression in Mef2dα2 Eko muscles compared to WT muscles (Table EV2). Therefore, we evaluated our MEF2D ChIP for its enrichment at the Igfn1 gene locus by qPCR analysis and found ~ a 5.6-fold enrichment of MEF2D at this Igfn1 gene body compared to the IgG control (Fig. 5E). 

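Igfn1 (ENSMUSG00000051985.12) lies on chromosome 1 of GRCm38 from 135953578 to 136006342 on the minus strand. It had 6850 and 3642 counts in the WT mice and 1056 and 1011 counts in the Mef2dα2 Eko mice. Its level was 67.7 ± 32.0 CPM (SD, n = 2 mice) in WT and 13.2 ± 1.33 CPM (SD, n = 2 mice) in Mef2dα2 Eko quadriceps. The log2 fold change was -2.36 (standard error 0.30, adjusted p = 0.0463 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The WT mice differed from each other, at 90.3 and 45.0 CPM, but the lower of them was above both Mef2dα2 Eko mice, at 12.2 and 14.1 CPM. With each mouse left out in turn, the log2 fold change ran from -2.76 to -1.77, and the smallest change was without WT replicate 1. The adjusted p was below 0.05 under 9 of 12 alternatives, at most 0.0482 in these and 0.000242 with DESeq2. It was 0.0613 when the edgeR test covered only genes with at least 1 CPM in 2 libraries, 0.0582 with limma-voom, and 0.0511 after a correction for GC content.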

We also observed MEF2D enriched binding in the genomic regions of Bdh1 (~4.7-fold), Oxct1 (~4-fold), and Acat1 (~9-fold), compared to IgG control (Fig. 5E). These bindings are consistent with reduced skeletal muscle expression of ketolytic genes in Mef2dα2 Eko mice. Overall, our results suggest that the MEF2Dα2 isoform, the predominant skeletal muscle isoform of MEF2D, regulates the optimum expression of ketolytic genes in skeletal muscle.

## Discussion

The highly conserved muscle-specific Mef2d α2 exon is included during the late embryonic and early postnatal period in skeletal muscle (Fig. EV1A) (Brinegar et al, 2017). Thus, it is expected that MEF2Dα2 protein isoform is likely not essential for embryonic muscle development but plays a role in adult skeletal muscle. Our extensive phenotyping assays did not find any differences at the basal level in muscle mass, fiber types, cross-section area, and glucose tolerance test (Figs. 2 and EV2). We also did not find any changes in grip strength (Figs. 3A and EV3A). However, when we performed forced treadmill assays, compared to age-matched WT mice Mef2dα2 Eko mice displayed ~30% reduction in running capacity at a constant moderate speed. The reduced running capacity in Mef2dα2 Eko mice was consistent in two independent founder lines in male animals (Fig. 3C and EV3D). However, female animals showed variable results in two lines- in one line there was no difference between the age-matched WT and Mef2dα2 Eko female animals, and in the other line female mice showed ~20% reduction in running capacity (Fig. EV3D). The relative contribution to energy generation in skeletal muscle by carbohydrates, lipids, and ketone body is dynamically regulated and primarily influenced by the intensity and duration of exercise, training status, and gender (Evans et al, 2017; Lundsgaard and Kiens, 2014; Romijn et al, 1993; van Loon et al, 2001). Thus, the variability in exercise capacity in Mef2dα2 Eko female animals may reflect intrinsic differences in substrate utilization in male and female skeletal muscle.

The blood glucose and lactate levels in WT and Mef2dα2 Eko mice were not different after two different exercise regimens (Figs. 3D and EV3B,C). In addition, the predominant glucose and fatty acid transporters, GLUT4 and CD36, respectively, showed a trend for increased expression in Mef2dα2 Eko muscles compared to WT muscles, unlikely contributing to the reduced running capacity in Mef2dα2 Eko mice (Fig. 3F,G). Our RNA-sequencing of quadriceps RNA from WT and Mef2dα2 Eko adult sedentary mice found 114 differentially expressed genes. Of these, only 47 genes show more robust differences in gene expression (≥ 2-fold with *P*-adj ≤0.05). 

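At an adjusted p of at most 0.05 in edgeR's quasi-likelihood test, 24 genes differed by at least 2-fold between Mef2dα2 Eko and WT quadriceps. Of these, 18 were lower and 6 were higher in Mef2dα2 Eko mice. Over the alternatives, the number ran from 10 with at least 1 CPM in 2 libraries to 153 without the filter on low counts. It was 50 with DESeq2, the paper's tool. In 19 of the 24 genes, the change was at least 2-fold in each of the 4 fits that left out 1 mouse.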

Of these genes, we focused on genes that could impact substrate utilization in skeletal muscle. We found *Gck* and *Bdh1* to be reduced in Mef2dα2 Eko muscles when compared to WT muscles. GCK is not the major hexokinase in skeletal muscle (Magnuson, 1992). Thus, we focused on Bdh1 because it encodes the enzyme to convert BHB to AcAc, which is readily oxidized to fuel muscle activity in response to reduced carbohydrate availability (Evans et al, 2017; Laffel, 1999). A close examination of genes encoding other ketolytic enzymes, Oxct1 and Acat1, also showed reduced expression in Mef2dα2 Eko muscles suggesting for MEF2Dα2 protein isoform in regulating the postnatal ketone body metabolism. Under low carbohydrate availability conditions, ketone bodies are produced by the liver and released into the bloodstream to be utilized by peripheral tissues, including skeletal muscle, brain, and heart (Evans et al, 2017; Laffel, 1999). Skeletal muscle makes up to 40% of body mass in adult humans and accounts for the highest fraction of ketone utilization at rest (Balasse and Fery, 1989). Furthermore, ingesting ketone esters enhances muscle performance (Cox et al, 2016). The treadmill regimen we utilized led to reduced muscle glycogen, blood glucose, and lactate levels; however, there was no difference between the genotypes (Fig. 3D, E). A reduced expression of all three ketolytic enzymes in Mef2dα2 Eko muscle is expected to cause decreased BHB utilization, which is consistent with a slower clearance of BHB in Mef2dα2 Eko mice (Fig. 5A). Additionally, Mef2dα2 Eko mice also displayed increased BHB immediately after exercise, during the recovery period, and after consumption of ketogenic diet (Fig. 5B,C). The Mef2dα2 exon is not included in the Mef2d transcripts in the liver (Fig. EV1A) and not expected to affect Mef2d transcriptional program. Nevertheless, we quantified the expression of liver transcripts of Mef2d and ketogenic genes and found no significant differences between WT and Mef2dα2 Eko mice, suggesting that increased ketogenesis is unlikely the cause of increased blood ketone body levels in Mef2dα2 Eko mice (Fig. EV5A). Lastly, we directly measured the ketone body utilization to support respiration using isolated mitochondria from skeletal muscle using a high-resolution respirometer. Consistent with our experiments, we found reduced utilization of ketone bodies to support respiration using mitochondria isolated from Mef2dα2 Eko mice compared to age-matched WT mice. We also observed reduced respiration in Mef2dα2 Eko muscle mitochondria in comparison to WT muscle mitochondria when AKG alone was used as a substrate. Currently, we do not know the molecular mechanisms causing this phenotype. One possibility is that reduced ketone body muscle utilization may also cause a higher intramuscular level of ketone bodies, which may act as molecular signal affecting muscle metabolism and mitochondrial bioenergetics (Arima et al, 2021; Evans et al, 2017; Shimazu et al, 2013).

It was previously reported that the muscle-specific deletion of Peroxisome proliferator-activated receptor gamma coactivator 1-alpha (PGC1α) led to reduced expression of all three ketolytic genes (Svensson et al, 2016). However, PGC1α and estrogen-related receptor α (ERRα) was found to bind to Oxct1 genomic region but not in the genomic loci of Bdh1 and Acat1 genes, suggesting another transcriptional regulator plays a role in transcription of Bdh1 and Acat1 genes (Svensson et al, 2016). Our results show that MEF2Dα2 binds to all three ketolytic gene loci and likely works with other transcriptional regulators to optimize gene expression to regulate exercise capacity and adaptation, including ketolytic genes. The MEF2Dα2 exon encodes the transactivation domain of MEF2D and does affect the MADS and MEF2 domains which are important for DNA binding, dimerization, and co-factor recruitment. Previous studies using desMEF2-lacZ transgenic mice showed that this MEF2-dependent transgene is expressed throughout embryonic cardiac, skeletal, and smooth muscles but not in the adult heart and most skeletal muscles (Naya et al, 1999; Wu et al, 2000). Furthermore, the transactivating function of MEF2 proteins is induced by sustained contractile activity or motor-nerve stimulation in a calcineurin-dependent manner (Wu et al, 2000; Wu et al, 2001). However, the role of individual MEF2 paralogs or alternate MEF2 isoforms that are generated by alternative splicing in regulating exercise performance or post-exercise recovery is still not fully understood. Given the whole-body benefit exercise provides and the highly conserved role MEF2 proteins play in the development of skeletal muscle, it is crucial to understand the non-redundant role of MEF2 paralogs and protein isoforms that are generated by alternative splicing in adulthood. The blood BHB levels increase tenfold in acute cases of diabetic ketoacidosis, which could be life-threatening (Laffel, 1999), and it has been proposed that increased skeletal muscle utilization of BHB by continuous exercise training or therapeutic strategies could alleviate the frequency of acute diabetic ketoacidosis (El Midaoui et al, 2005; Svensson et al, 2016). In summary, our findings provide new insight into the efficient utilization of the ketone body during the postnatal period and exercise training, which can be manipulated in the future to improve muscle performance or alleviate diabetic ketoacidosis.

## Methods

**Table:** Reagents and tools table

Reagent/resource	Reference or source	Identifier or catalog number
**Experimental models**		
Mef2dα2 Eko mice (Mef2dα2^e-/e-^)	Singh lab, This study	
**Recombinant DNA**		
**Antibodies**		
MEF2D (Western blot)	BD	610774
MEF2D (ChIP)	Proteintech	14353-1-AP
GLUT4	Millipore	07-1404
CD36	R&D Systems	AF2519
BDH1	Proteintech	15417-1-AP
OXCT1	Proteintech	12175-1-AP
ACAT1	Sigma	HPA004428
MHC type I, IgG2b	DSHB	BA.D5
MHC type 2a, IgG1	DSHB	SC.71
MHC type 2b, IgM	DSHB	BF.F3
**Oligonucleotides and other sequence-based reagents**		
PCR primers	This study	Table EV3
**Chemicals, enzymes and other reagents**		
**Software**		
Graphpad Prism (ver. 9 & 10)		
**Other**		

### Animals

Mice used in the present study were generated in the C57BL6/J background. For generating Mef2d-EKO mice guide, RNAs flanking the Mef2d α2 exon were co-injected with Cas9 mRNA in mouse embryos. The intron between the Mef2d α1 and α2 exon is 49 bp in length which limited us with designing guide RNAs (gRNAs) to delete α2 exon without interfering with the 5’ splice sites and nearby sequences of the α1 exon. Initially, we designed 2 gRNAs targeting the intronic sequences flanking the α2 exon. However, injecting these gRNAs along with Cas9 mRNA in the pronuclear stage of mouse embryos did not yield any founder mouse with the α2 exon deletion. Thus, we designed two gRNAs targeting DNA strands near the 3’splice of the α2 exon, and the two other gRNA were designed between 60 and 120 bp downstream of the α2 exon. Deletion of the α2 exon was confirmed by PCR in eight lines of which three lines were tested and confirmed for germline transmission of the deletion. Of these three lines, Line-1047 (Line1) and Line-1056 (Line 2) were selected randomly for the present study. These mice were generated using the transgenic core facility at the Baylor College of Medicine (BCM) and were transferred to the Medical College of Wisconsin, and University of Houston after completion of materials transfer agreement. All mice procedures were approved by the Institutional Animal Care and Use Committee of the respective institutions.

### Treadmill protocols

All treadmill running experiments were performed between 2 pm and 5 pm. Before every treadmill experiment, the mice were acclimatized on Exer 3/6 six treadmill (Columbus Instruments, Ohio) for three days at a speed of 10 m/min for 9 min, followed by 18 m/min for an additional 1 min. The shock intensity was set at 2 (0.59 mA) and the shock frequency was 1 Hz. For assessing endurance capacity, mice were run at 10 m/min for 10 min followed by 18 m/min till exhaustion. The exhaustion was defined as mice sitting on the shock-grid for >5 s three times or >10 s once, whichever occurred earlier. Some mice ran in short bursts for 2–3 s and then sat on the shock-grid for 2–3 s multiple times and did not run consistently. Such mice were considered as non-performers and were not included in the analysis.

Two running regimens were used to measure blood lactate, glucose, and muscle glycogen in mice, an increasing speed, high-intensity regimen, and a moderate but constant speed regimen. In both experiments, mice were stopped before exhaustion at 32 min for a high-intensity regimen and 55 min for the moderate but constant speed regimen. For high-intensity regimen, the mice were run one after another on a high-intensity regimen starting speed of 10 m/min for 5 min, and then the speed was increased by 2 m/min every 5 min until a speed of 20 m/min (32 min). After running the mice for an additional 1 min at 20 m/min, the blood glucose and lactate were immediately measured by tail-nip bleeding using Lactate Plus analyzer (Nova Biomedical, USA). In our endurance exercise experiment at a moderate but constant speed, WT mice ran for an average of 81 min, whereas Mef2dα2 Eko mice ran for an average of 62 min. For measuring blood lactate and glucose, and muscle glycogen, mice were run one after another at a constant speed of 18 m/min but stopped before exhaustion at 55 min. Immediately after the run lactate and glucose were measured, mice were euthanized, and muscles were harvested and snap-frozen. TA muscle was harvested first for the measurement of muscle glycogen. Glycogen content was measured in TA muscle extracts using the glycogen assay kit (BioVision). We also utilized RNA from these muscles to perform quantitative RT-qPCR to assess the expression of metabolic genes.

### RNA isolation, RNA-sequencing, and RT-qPCR analysis

RNA was isolated from mouse tissues using TRIzol reagent (Invitrogen) or RNeasy fibrous tissue mini-kit (Qiagen, Germantown, MD). For RNA-sequencing, we used quadriceps RNA from two age-matched WT and Mef2dα2 Eko adult sedentary mice. The quality of RNA was assessed by 2100 bioanalyzer (Agilent), and RNA with RIN > 7.5 was utilized for RNA sequencing using polyA selected RNAs. The RNA sequencing was performed at BCM Human Genome Sequencing Center using NovaSeq 6000 platform (Illumina). The raw fastq files were first quality checked using FastQC v0.11.8 software (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Fastq files were aligned to mm10 mouse reference genome (GRCm38.39) and per-gene counts quantified by RSEM (1.3.1) (Li and Dewey, 2011), based on the gene annotation Mus_musculus.GRCm38.89.chr.gtf. Differentially expressed genes are called with FDR < 0.05 using DESeq2(Love et al, 2014). For RT-qPCR After removing genomic DNA contamination by treatment with amplification grade DnaseI (Invitrogen), 2 µg of RNA was converted to cDNA using the High-Capacity cDNA Reverse Transcription kit (ThermoFisher). RT-PCR was performed on cDNA using primers flanking the Mef2d α exons and the products were resolved on 5% polyacrylamide gels. The gels were imaged on a ChemiDoc MP imager (Bio-Rad), and the PSI was calculated as previously described (Singh et al, 2014). Quantitative PCR (qPCR) was performed using iQ SYBR Green supermix on a CFX384 system (Bio-Rad). Data analysis was performed using CFX Manager software (Bio-Rad), and the relative expression was calculated using the comparative Ct method (Schmittgen and Livak, 2008). The list of primers and their sequences used in this study are in Table EV3.

### Preparation of total extracts and Western blotting

Total protein extracts were prepared by homogenizing frozen muscles in lysis buffer (50 mM Tris–HCL, pH 7.5, 100 mM NaCl, 10 mM EDTA, 10 mM EGTA, 10% glycerol, 1% NP40, 50 mM NaF, 10 µM MG132, 1mMPMSF, 0.5% Sodium deoxycholate, 1% SDS, protease and phosphatase inhibitor (Roche). Equivalent amounts of proteins, as estimated with BCA assay kit (Pierce), were separated by SDS-PAGE, and transferred onto PVDF membranes. After blocking with 5% Milk-TBST (0.1% Tween) for 1 h at room temperature, membranes were incubated overnight at 4 °C with primary antibodies against MEF2D (BD, 610774), GLUT4 (Millipore, 07-1404), CD36 (R&D Systems, AF2519), BDH1 (Proteintech, 15417-1-AP), OXCT1 (Proteintech, 12175-1-AP), and ACAT1 (Sigma, HPA004428). Subsequently, the membranes were washed with TBST (3 × 10 min) and incubated with secondary antibodies conjugated to HRP for 1 h at room temperature followed by 3 × 10 washes with TBST. Signals were developed using SuperSignal West Pico substrate (Pierce) and imaged on a ChemiDoc MP imager (Bio-Rad). The images were analyzed using the imagelab software (Bio-Rad).

### Fiber typing and cross-section area calculations

Freshly isolated EDL and Soleus muscles were frozen with OCT (Tissue-Tek) in isopentane cooled in liquid nitrogen. 10 µM longitudinal sections were cut and placed on a glass slide. Dried sections were washed with PBS (2 × 2 min). The slides were blocked for 1 h with 5% (v/v) normal goat serum (NGS) in TBST, and then incubated overnight at 4 °C with a mix of primary antibodies diluted with 5% NGS in TBST. The primary antibodies used were, BA.D5 (MHC type I, IgG2b), SC.71 (MHC type 2a, IgG1), and BF.F3 (MHC type 2b, IgM) from DSHB, and Anti-Dystrophin from Abcam (ab15277, to stain fiber periphery). Subsequently, the sections were washed with PBS (3 × 5 min) and incubated with a mix of secondary antibodies diluted with 5% NGS in TBST for 1 h at room temperature. The secondary antibodies used were, Goat anti-Mouse IgG2b (DyLight 405) from Jackson Immunoresearch, Goat anti-Mouse IgG1 (Alexa 488), Goat anti-Mouse IgM (Alexa 555), and Goat anti-Rabbit IgG, (Alexa 633) from Thermofisher. The sections were again washed with PBS (3 × 5 min) and then mounted using ProLong™ Diamond Antifade Mountant without DAPI (Thermo Fisher). The images were scanned using VS120 whole slide scanner (Olympus USA) at ×20 magnification to capture the entire muscle section. The 16 bit images were imported into Visiopharm software (Visiopharm, Denmark) for automated fiber typing that uses morphometric measurement methods to automatically measure fiber size and min ferret distance. Dystrophin stain (Alexa 633-purple color) was used as mask for fiber outlines. Fibers, type I, IIa, IIb and IIx/d (empty fibers) were identified by the secondary antibody fluorophore blue (dylight 405), green (Alexa 488), red (Alexa 555) or empty. Following classification and processing to eliminate classified regions that are non-specific, and fibers smaller than 5 µm. Each fiber type was counted (area and diameter) and the data was plotted percentage of fiber types and distribution of fiber cross section area between the genotypes (*n* = 3).

### Intraperitoneal Glucose tolerance test (IPGTT)

For IPGTT, mice were fasted for 6 h by removing food from the cages in the morning. Mice were then weighed and restrained, and baseline blood glucose (*t* = 0) was measured by the tail-nip bleeding using glucometer. The mice were then injected intraperitoneally with a 30% glucose solution (1.5 g/ kg body weight) and blood glucose was measured at *t* = 15-, 30-, 60-, and 120-min post-injection.

### BHB tolerance test and Blood BHB measurement after exercise, ketogenic diet feeding

For the BHB tolerance test, mice fasted for 5 h, and baseline blood BHB (*t* = 0) was measured by the tail-nip bleeding using STAT-Site® WB Meter (Stanbio Laboratory, Boerne, TX). The mice were then injected intraperitoneally with 1.5 g/ kg body weight of BHB solution (H6501, Millipore Sigma). Blood BHB was measured at *t* = 15-, 30-, 60-, and 90-min post-injection. To determine the BHB level after exercise, we mice ran the mice for 55 min at 18 m/min, and BHB was measured immediately after the run (0 h) and 1–3 h post-run. To determine the BHB level after ketogenic diet feeding, we fed mice control (F1515) or Ketogenic Diet (F3666) from Bio-Serv, NJ, USA, for 14 days, and BHB was measured without fasting.

### Grip strength test

All-limb grip test was performed using a Grip strength meter (Columbus Instruments, model: 1027SM Grip Strength Meter with Single Sensor) that includes a grid connected to a force transducer and a digital display screen. The mouse to be tested was removed from the cage and placed on the grid. Held by the tail the mouse is allowed to grab the grid with all four paws and then pulled horizontally backward gently. The maximum force by which the mouse gripped the grid just before losing the grip is displayed as peak tension and is noted. Each mouse is tested three times with 10 min gap in between. During this gap, the grid is cleaned with 70% ethanol, and the remaining mice are tested one after another.

### Mitochondrial isolation and protein assay

Skeletal muscles mitochondria were isolated through differential centrifugation method, as described previously(Koves et al, 2023; Petrick et al, 2020; Tomar et al, 2022), with slight modifications. Briefly, the skeletal muscles (TA, EDL, quadricep and gastrocnemius of both legs) from both WT and Mef2dα2 Eko mice were extracted and was immediately placed in isolation buffer (IB) containing (in mM) 200 mannitol, 50 sucrose, 5 KH_2_PO_4_, 5 3-(N-morpholino) propane sulfonic acid (MOPS), and 1 EGTA, with 0.1% bovine serum albumin (BSA) at pH 7.15 (adjusted with KOH). The skeletal muscles were chopped and minced in 1 ml of ice-cold IB. Then the minced skeletal muscles were suspended in 2 ml IB with 5 U/ml protease and homogenized for 60 s. Next, 23 ml IB was added, and the suspension of tissue was homogenized further for 30 s. The homogenized suspension was centrifuged at 800 × *g* for 5 min at 4 °C. The supernatant containing mitochondria was passed through the 70- and then 40-micron filter and was centrifuged at 9000 × *g* for 10 min at 4 °C. Mitochondrial pellets were suspended in 1.2 ml IB using an ice-chilled Teflon pestle and centrifuged at 9000 × *g* for 3 min at4 °C. Isolation Buffer was aspirated, and mitochondrial pellets were suspended in 150 µl of IB. Protein concentration was determined with using Bio-Rad Quick Start Bradford Assay Kit, and the mitochondria were used at a final concentration of 0.05 mg/ml for all Oxygraph-2k experiments.

### Mitochondrial O_2_ consumption measurement

Isolated mitochondrial respiration was studied by sequentially increasing ADP concentration protocol as described before (Tomar et al, 2022). Using an Oxygraph-2k (O2k) system (Oroboros Instruments, Innsbruck, Austria) and associated DatLab 7 software for data collection and analysis, mitochondrial O_2_ consumption (respiration) was measured. Mitochondria from WT and Mef2dα2 Eko mice (0.05 mg protein/ml) were suspended in the O2k chamber (2 ml) having respiration buffer (RB) containing (in mM) 130 KCl, 5 K_2_HPO_4_, 20 MOPS, 1 EGTA, and 0.1% BSA at pH 7.15 adjusted with KOH. Prior to every experiment, the air in the O2k chambers was allowed to acclimate to 37 °C for 2–3 min, or until a steady signal was achieved at an O_2_ concentration of roughly 205 μM. Isolated mitochondria from both the mice strains were suspended parallelly in RB to start studies at t = 0 min in order to reach state 1. Inside the O2k chambers, the mitochondrial suspension was continuously stirred (750 rpm), and chemicals were administered using Hamilton syringes through the titanium injection port of the stoppers. Alpha-ketoglutarate (AKG) (5 mM) and a combination of AKG (5 mM) + acetoacetate (AcAc) (10 mM), which are saturating concentrations of substrates, were used to start the state 2 respiration. At time *t* = 4 min, 100 μM ADP was added to measure state 3 respiration. Following the attainment of state 4 respiration, an increasing concentration of ADP (200 μM) was added (e.g., when all the added ADP was converted to ATP). In terms of protein, oxygen consumption rates (OCR; JO_2_) were reported as nmol of O_2_/min/mg. With the DatLab 7 program, the slope of the O_2_ concentration data was determined by averaging five data points, which were recorded every second.

### Chromatin immunoprecipitation (ChIP)

The ChIP was performed as previously described with some minor modifications as described below (Joshi et al, 2017). For each biological replicate, three mice were euthanized and hindlimb muscles—including the tibialis anterior, soleus, gastrocnemius, extensor digitorum longus (EDL), and quadriceps—were isolated and minced in hypotonic buffer (10 mM Tris-HCl, pH 7.3; 10 mM KCl; 5 mM MgCl₂; 0.1% NP-40, freshly added protease inhibitor (Sigma 4693159001). Minced tissue was incubated on ice for 8 min and then homogenized for 30 s using a mechanical tissue homogenizer (OMNI International). Tissue was then fixed with 1% formaldehyde (Thermo Scientific, 28908) for 10 min and quenched with 125 mM glycine (Sigma G7126) for 10 min, shaking at room temperature. The fixed lysate was further homogenized using an ice-cold loose Dounce homogenizer and centrifuged at 1000 ×*g* for 5 min at 4 °C. The pellet was resuspended in hypotonic buffer and filtered sequentially through 70-micron and 40-micron cell strainers. The filtered lysate was centrifuged at 1000 ×*g* for 5 min at 4 °C. The pellet was either stored at −80 °C or resuspended in SDS nuclei lysis buffer (50 mM Tris-HCl, pH 8.0; 10 mM EDTA; 1% SDS) with protease inhibitor cocktail (Aprotinin (Sigma A6279), Pepstatin A, Leupeptin, PMSF (Sigma 93482) and sonicated for 11 min (30 s on/30 s off). Sonication efficiency was checked before immunoprecipitation. After sonication, the chromatin lysate was diluted tenfold with ChIP dilution buffer (200 mM NaCl, 50 mM Tris-HCl, pH 8.0; 5 mM EDTA; 0.5% NP-40). One-tenth of the diluted lysate was saved at −80 °C as input control. The remaining lysate was incubated overnight at 4 °C on a rotator with MEF2D antibody (Proteintech 14353-1-AP) or IgG control antibody (Cell Signaling Technology 2729S). Pre-washed magnetic protein G beads (New England Biolabs S1430S) were added and incubated with the antibody-antigen complex for 2 h at 4 °C on a rotator. Beads were washed sequentially with the following buffers: Low salt wash buffer (20 mM Tris-HCl, pH 8.0; 2 mM EDTA; 150 mM NaCl; 0.1% SDS; 1% Triton X-100) with protease inhibitor cocktail, High salt wash buffer (same as above, with 500 mM NaCl) with protease inhibitor cocktail, LiCl wash buffer (10 mM Tris-HCl, pH 8.0; 1 mM EDTA; 250 mM LiCl; 1% NP-40; 1% sodium deoxycholate) with protease inhibitor cocktail, and TE buffer. This complex was treated with 1.5 μL RNase A (Thermo Scientific EN0531) at 37 °C for 30 min, followed by the addition of 7.5 μL 20% SDS and 3.25 μL Proteinase K (New England Biolabs P8107S) and incubated at 37 °C for 9.5 h. Samples were then transferred to 65 °C for 6 h to reverse cross-links. DNA was purified using a spin column kit (Cell Signaling Technology 14209S). Quantitative PCR was performed with PowerTrack SYBR Green Master Mix (Sigma) on a CFX Opus 384 Real-Time PCR system (Bio-Rad). Primers targeting Bdh1, Oxct1, Acat1, and Igfn1 regions were used.

### Statistics

The graphs or plots are presented as mean ± SD (standard deviation) or mean ± SEM (standard error of the mean) with sample size ≥3 and indicated in the figure legend. The datasets were not tested for normality. All statistics were performed using GraphPad Prism or R. For comparison of the two groups, Student *t* test or multiple *t* tests was performed. For the comparison of >2 groups, one-way ANOVA was used, followed by Tukey’s post-hoc analysis. For comparing the relative expression of multiple genes by RT-qPCRs in two groups in sedentary and run mice muscles, we utilized two-way ANOVA, followed by Tukey’s post-hoc analysis. The *P* values or adjusted *P* values are indicated as *P < 0.05, **P < 0.01, ***P < 0.005, ****P < 0.0001.

## Supplementary information

Table EV1

Table EV2

Table EV3

Peer Review File

Source data Fig. 1

Source data Fig. 2

Source data Fig. 3

Source data Fig. 4

Source data Fig. 5

Figure EV1 Source Data

Figure EV2 Source Data

Figure EV3 Source Data

Figure EV4 Source Data

Figure EV5 Source Data

Expanded View Figures

## Data Availability

The RNA-seq data using RNA from quadriceps muscle from two wild-type and Mef2dα2 Eko mice were deposited into the Gene Expression Omnibus under accession number GSE302518. The source data of this paper are collected in the following database record: biostudies:S-SCDT-10_1038-S44319-025-00578-3.

# Supplementary material for: The muscle specific MEF2Dα2 isoform promotes muscle ketolysis and running capacity in mice
**Source:** EMBO Rep. 2025 Sep 16;26(21):5216–38. doi: 10.1038/s44319-025-00578-3
**Supplement:** Supplementary file 15 — Expanded View Figures

## Expanded View Figures

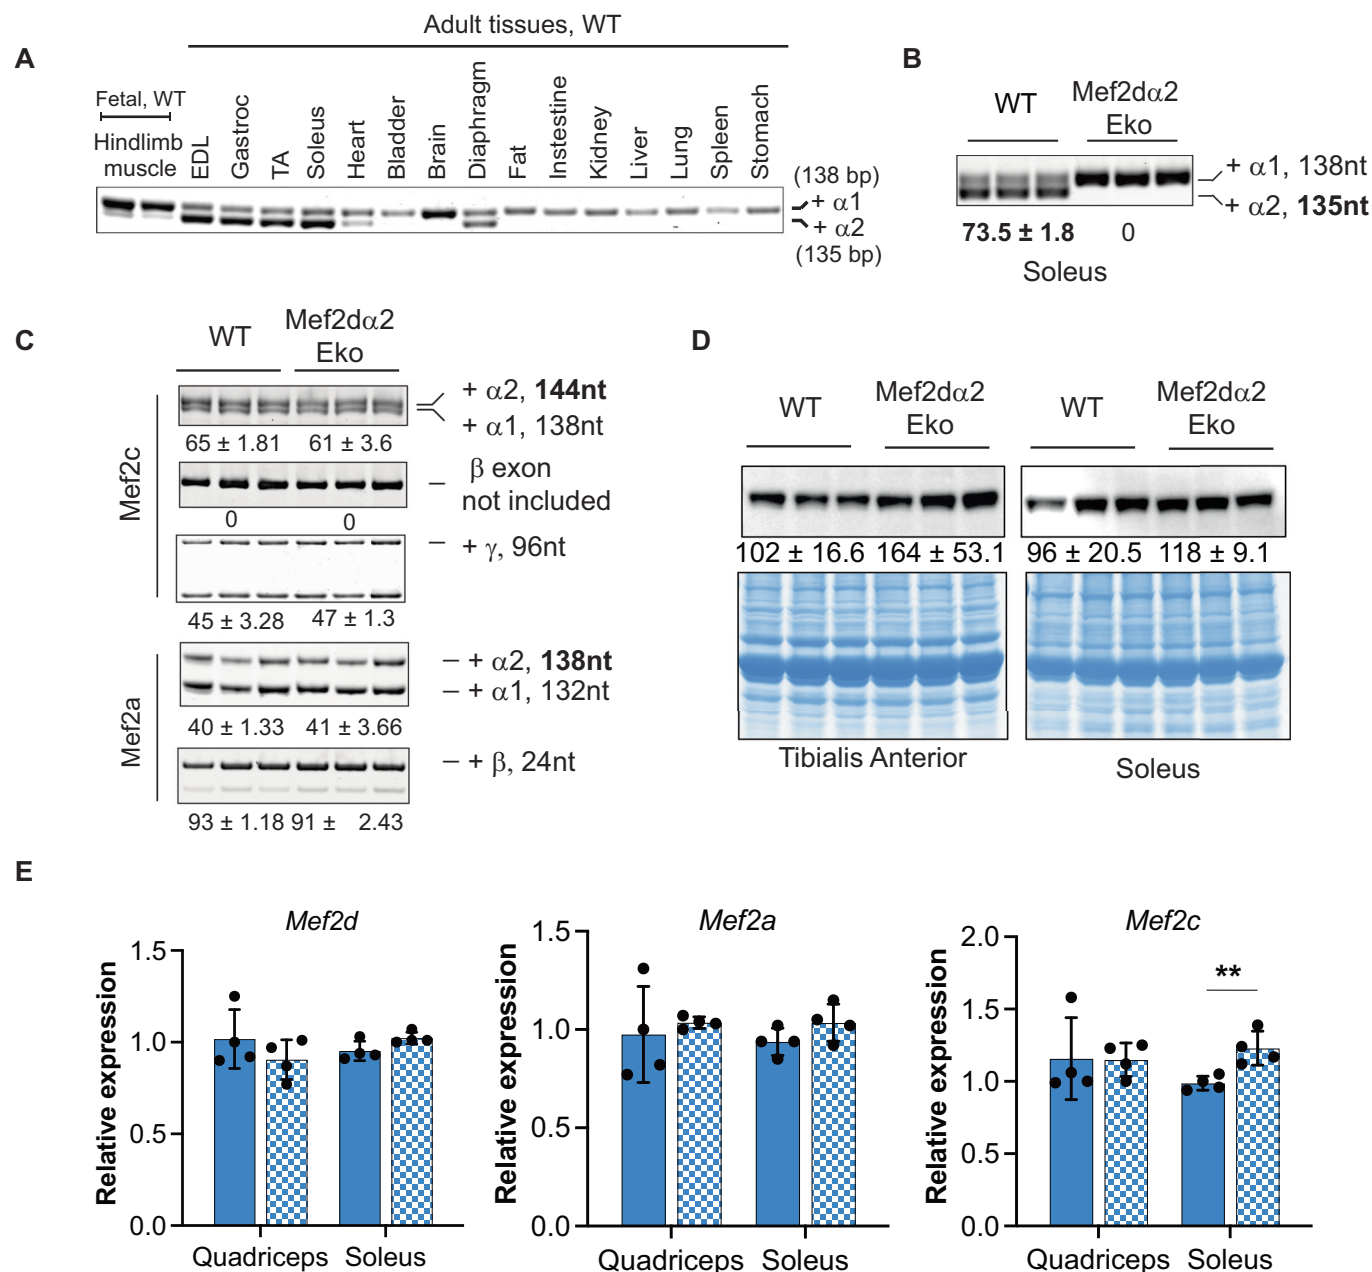

**Figure EV1. Deletion of *Mef2d*α2 exon does not affect the expression or splicing of other MEF2 genes.**

(A) RT-PCR analysis of the mutually exclusive  $\alpha$ -exons in *Mef2d* transcript using total RNA from the indicated fetal hind limb muscle and tissues from adult wild-type mice. (B) RT-PCR analysis of *Mef2d*  $\alpha$  exons using soleus RNA from line 2. The numbers indicate PSI; data are mean  $\pm$  SD;  $n = 3$ . The numbers indicate the percent spliced in (PSI). Bolded numbers are significant by Student's *t* test. (C) RT-PCR analysis of the alternative exons in *Mef2c* and *Mef2a* transcripts using total RNA from gastrocnemius muscle from line 1. Data are mean  $\pm$  SD;  $n = 3$ . PSI for exon is indicated and was not significantly different between the genotypes by Student's *t* test. (D) Western blot showing MEF2D protein levels in TA (upper left) and Soleus muscles (upper right) from line 2. The bottom panels show Coomassie stained blots, from the upper panels showing total protein loaded. The numbers are mean  $\pm$  SD;  $n = 3$ . Student's *t* test found no differences in genotypes. (E) RT-qPCR showing relative mRNA levels *Mef2d*, *Mef2a*, and *Mef2c* relative to *Rpl30* using total RNA in the indicated muscle groups from line 2 mice. Data are mean  $\pm$  SEM;  $n = 4$ .  $^{**}P = 0.0088$  (multiple Student's *t* test, unpaired). Source data are available online for this figure.

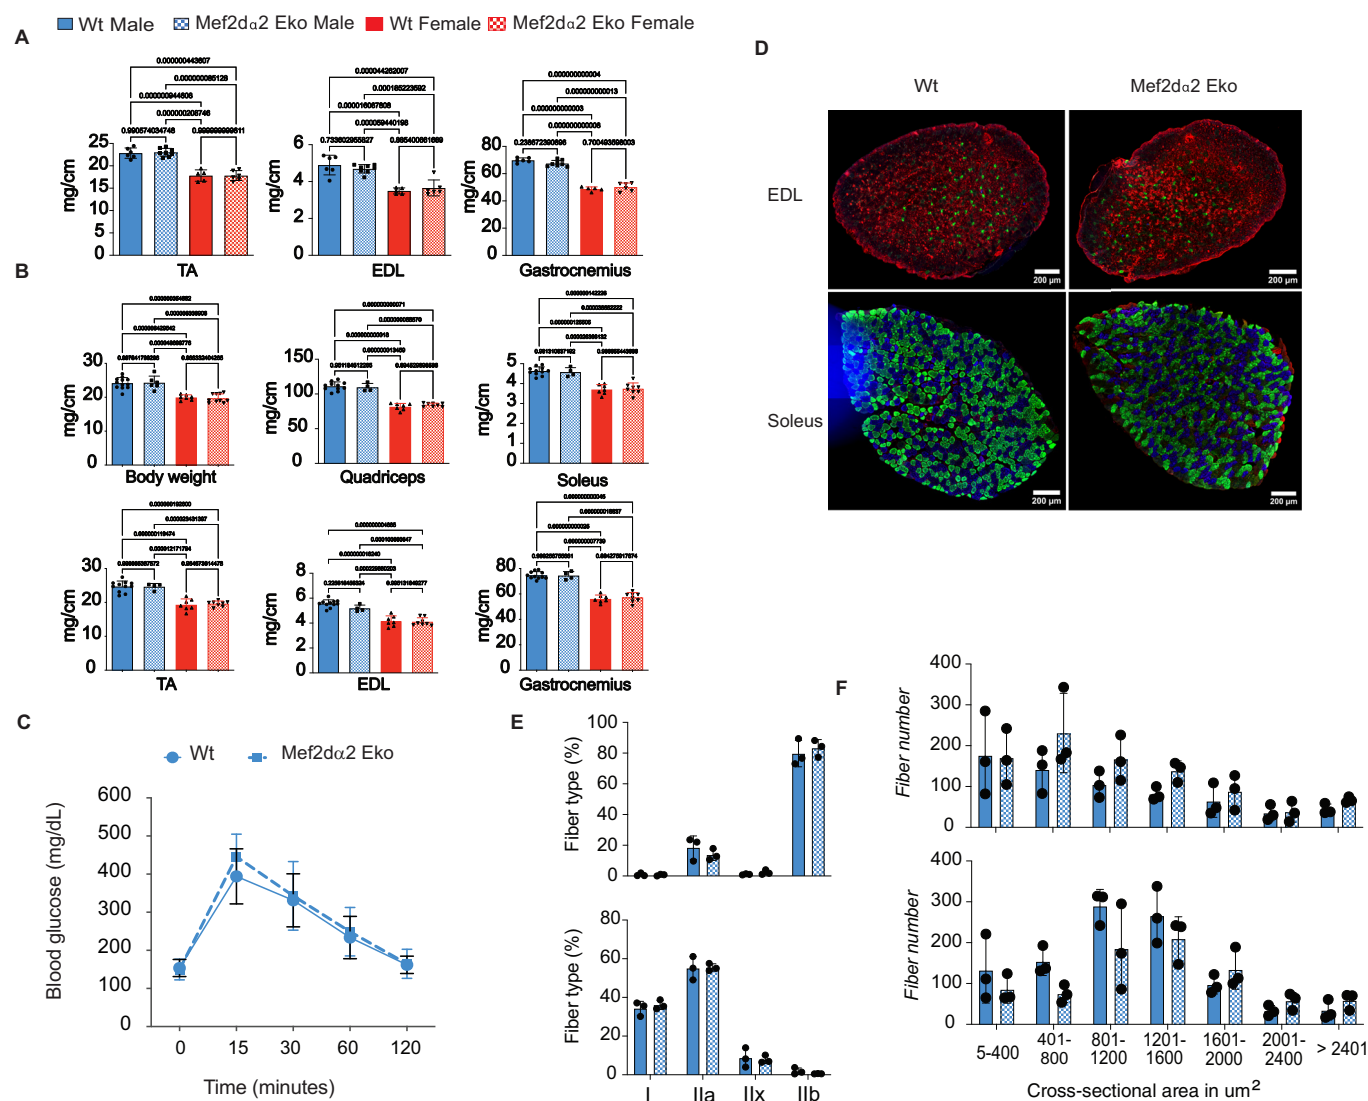

**Figure EV2. No observable phenotypes in Mef2d $\alpha$ 2 Eko mice.**

(A) Isolated muscle weights of the indicated muscle groups from line 1 mice normalized to tibia length. Data are mean  $\pm$  SD;  $n \geq 5$ . \*\*\*\* $P < 0.0001$  by one-way ANOVA. (B) Body and indicated muscle weights of 7-month-old mice normalized to tibia length from line 2. Data are mean  $\pm$  SD;  $n \geq 4$ . \*\*\*\* $P < 0.0001$ , \*\*\* $P < 0.001$  by one-way ANOVA. (C) GTT in line 29-weeks-old mice from line 2. Data are mean  $\pm$  SD,  $n = 9$ . (D) Representative images showing cross-sections of EDL (top) and Soleus (bottom) muscles from line 2 mice immunostained for MHC-isoforms; MYH7 (Type I, blue), MYH2 (Type IIa, green), MYH4 (Type IIb, red), and MYH1 (Type IIcd/x, unstained). (E) Quantification of fiber-type proportion in EDL (top) and soleus (bottom). Data are mean  $\pm$  SEM;  $n = 3$ . (F) Distribution of cross-sectional area of myofibers in EDL (top) and Soleus (bottom) muscles from line 2 mice. Data are mean  $\pm$  SEM;  $n = 3$ . Multiple  $t$  tests were performed, and no significant genotype differences were found in (C, E, F). Source data are available online for this figure.

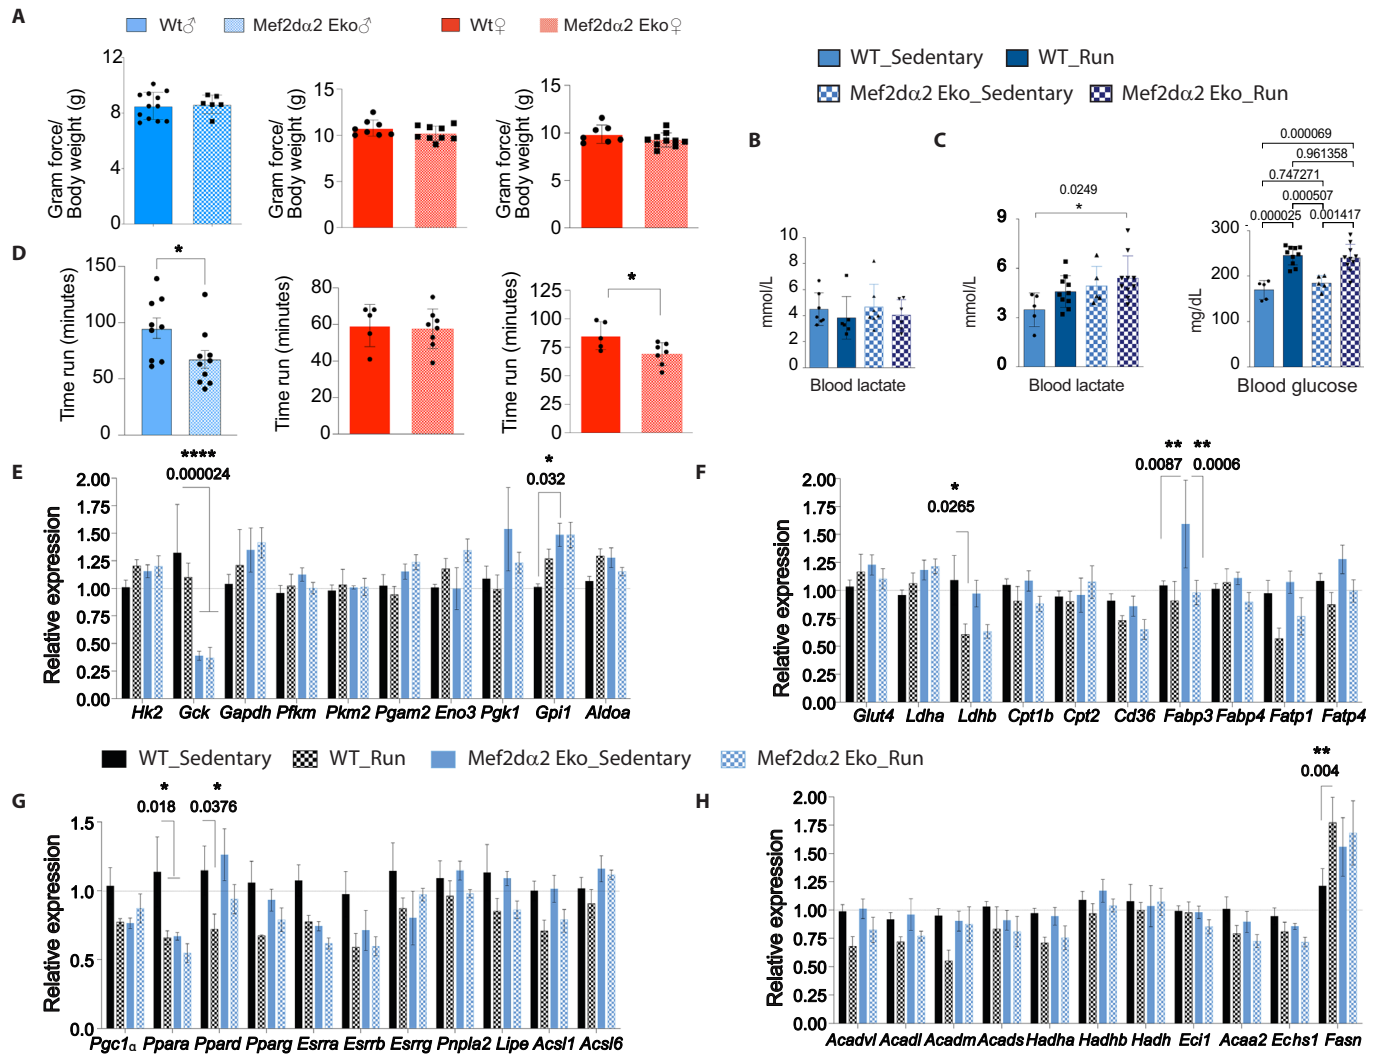

**Figure EV3. Mef2dα2 EKO mice show moderate changes in muscle expression of genes involved in glucose and fatty acid metabolism.**

(A) All limb grip strength of indicated male mice from line 2 when normalized to body weight at 9–10-weeks age (left panel,  $n \geq 6$ ). All limb grip strength, normalized to body weight, of indicated age-matched female mice from line 1 (middle panel,  $n \geq 8$ ) and line 2 (right panel,  $n \geq 7$ ). Data are mean ± SD. Multiple  $t$  test found no differences between the genotypes. (B) Blood lactate levels in indicated sedentary mice and mice run at constant moderate speed till near exhaustion from line 1. Data are mean ± SD;  $n \geq 5$ . No genotype differences found by one-way ANOVA. (C) Blood lactate (left) and glucose (right) levels in indicated mice and mice run using increasing speed or high-intensity protocol. Data are mean ± SD;  $n \geq 5$ . The exact  $P$  value is indicated above the bar graphs. (D) Endurance capacity of line 2 male mice measured as time to exhaustion during a treadmill running protocol (left panel,  $n \geq 9$ ), Data are mean ± SEM;  $n \geq 9$  mice per group. \* $P = 0.0326$  by unpaired Student's  $t$  test. Time to exhaustion for indicated female in line 1 (middle panel,  $n \geq 5$ , no difference between the genotype by unpaired Student's  $t$  test) and line 2 (right panel,  $n \geq 5$ , \* $P = 0.0293$  by unpaired Student's  $t$  test). Data are mean ± SD. Gene expression analysis in sedentary and run mice subjected to a moderate-intensity treadmill running protocol till near exhaustion. Muscles were harvested immediately after exercise. RT-qPCR showing mRNA levels of genes involved in glycolysis (E), glucose and fatty acid transport (F), and FA metabolism (G, H) relative to *Rpl30* in indicated mice. Data are mean ± SEM;  $n = 4$ . (\* $P < 0.05$ , \*\* $P < 0.01$ , two-way ANOVA). Selected  $P$  values are indicated above the bar graphs. Source data are available online for this figure.

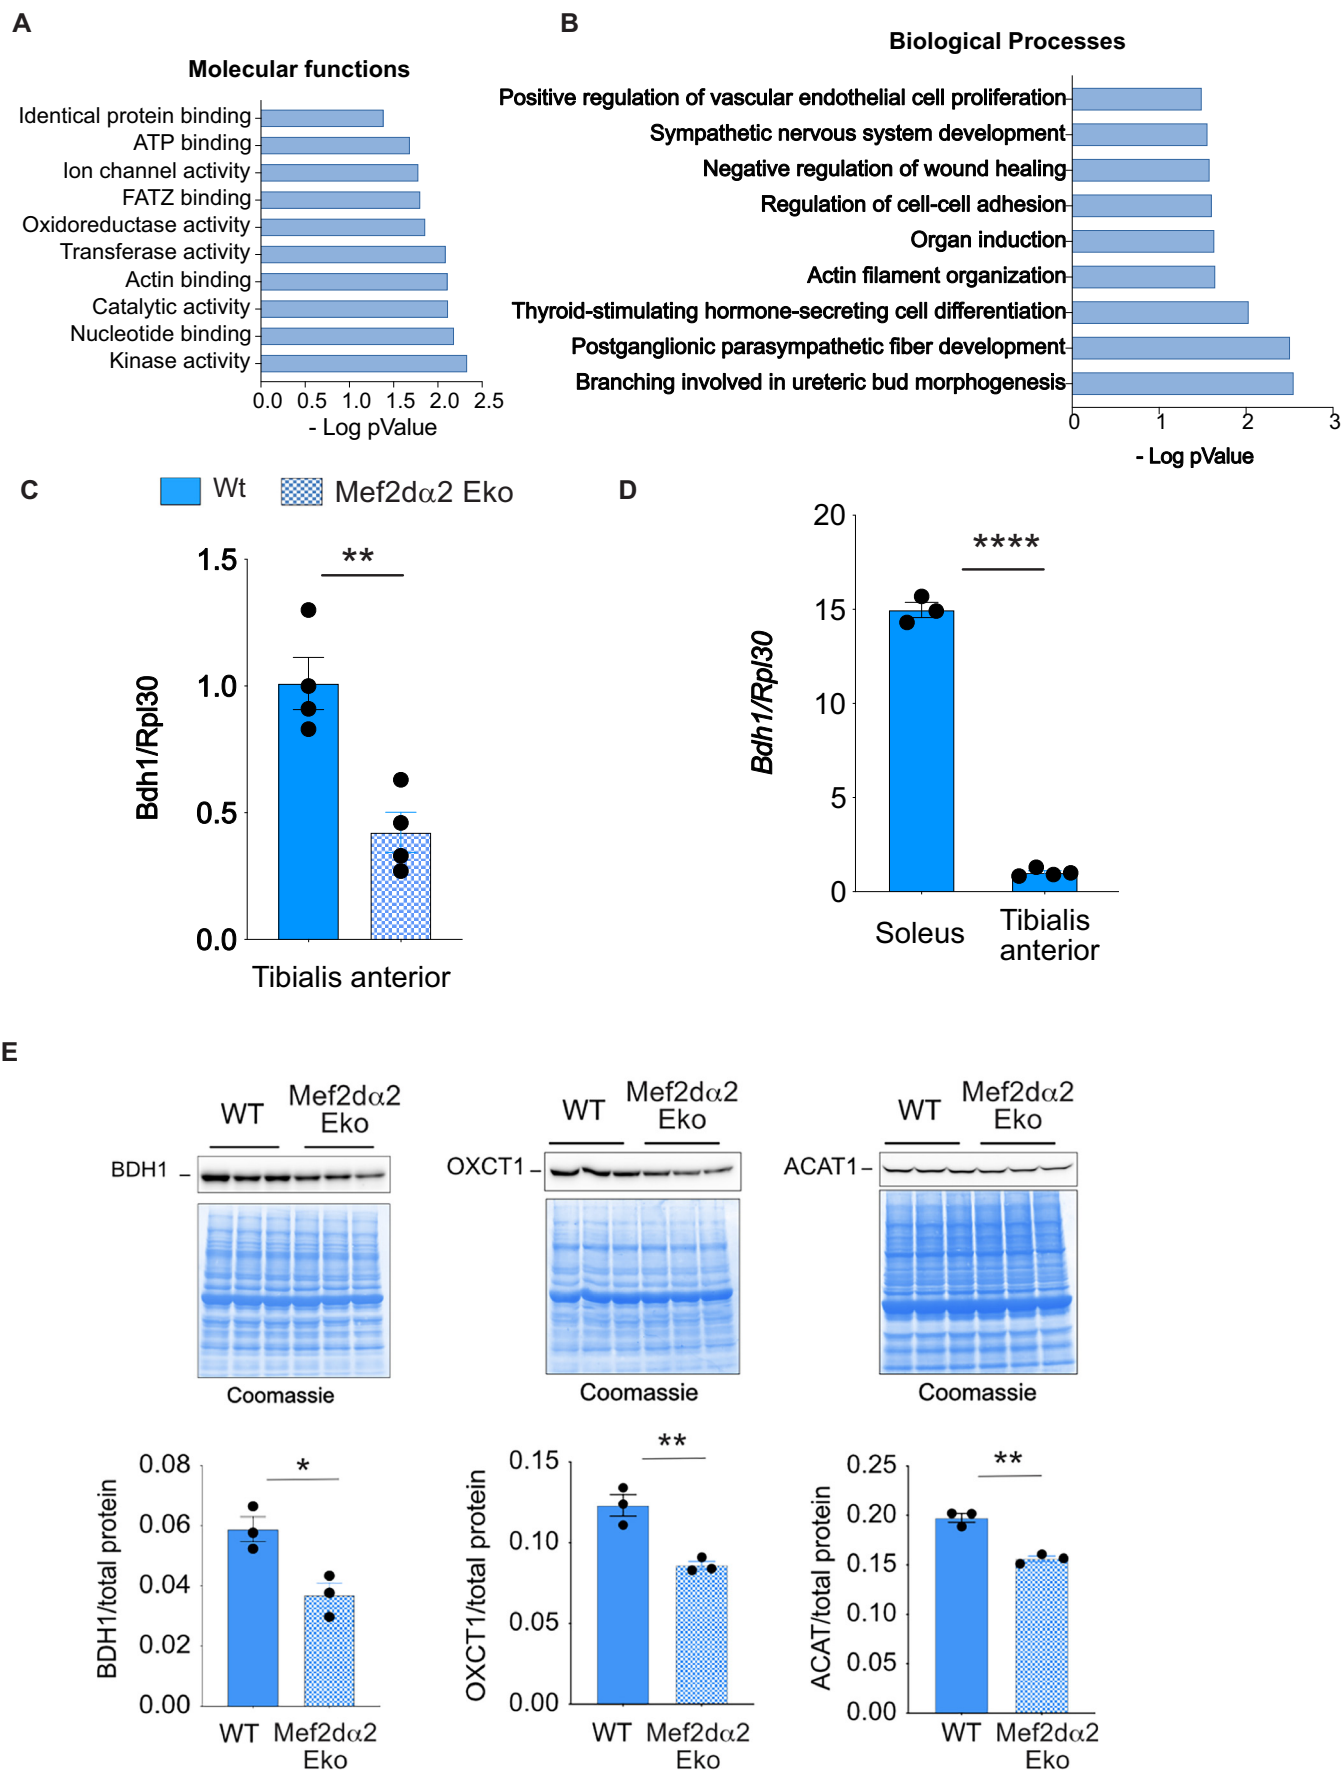

◀ **Figure EV4. Mef2d $\alpha$ 2 Eko mice show reduced muscle expression of ketolytic enzymes.**

Gene ontology analysis using DAVID showing enrichment of molecular functions (A) and biological processes (B) among genes that are downregulated in MEF2D $\alpha$ 2 Eko muscles with  $P$  value < 0.05 using Fisher's exact test. (C) RT-qPCR showing relative expression of *Bdh1* normalized to *Rpl30* transcript levels in WT and MEF2D $\alpha$ 2 Eko TA muscles from line 1. Data are mean  $\pm$  SEM;  $n = 4$ . \*\* $P < 0.01$  ( $P = 0.004$  by unpaired Student's  $t$  test). (D) Relative expression of *Bdh1* transcripts normalized to *Rpl30* in indicated muscles from WT mice. Data are mean  $\pm$  SEM,  $n = 3$ , \*\*\*\* $P < 0.0001$ , ( $P = 0.00000021$  by unpaired Student's  $t$  test). (E) Western blot showing BDH1, OXCT1, and ACAT1 level in soleus muscles of indicated mice from line 3. The panels below show BDH1, OXCT1, and ACAT1 level when normalized to total protein loaded as estimated by Coomassie staining of the same blot. Data are mean  $\pm$  SEM,  $n = 3$ , \* $P < 0.05$  ( $P = 0.0186$  for BDH1), \*\* $P < 0.01$  ( $P = 0.0065$  for OXCT1, and  $P = 0.0013$  for ACAT1 by unpaired Student's  $t$  test). Source data are available online for this figure.

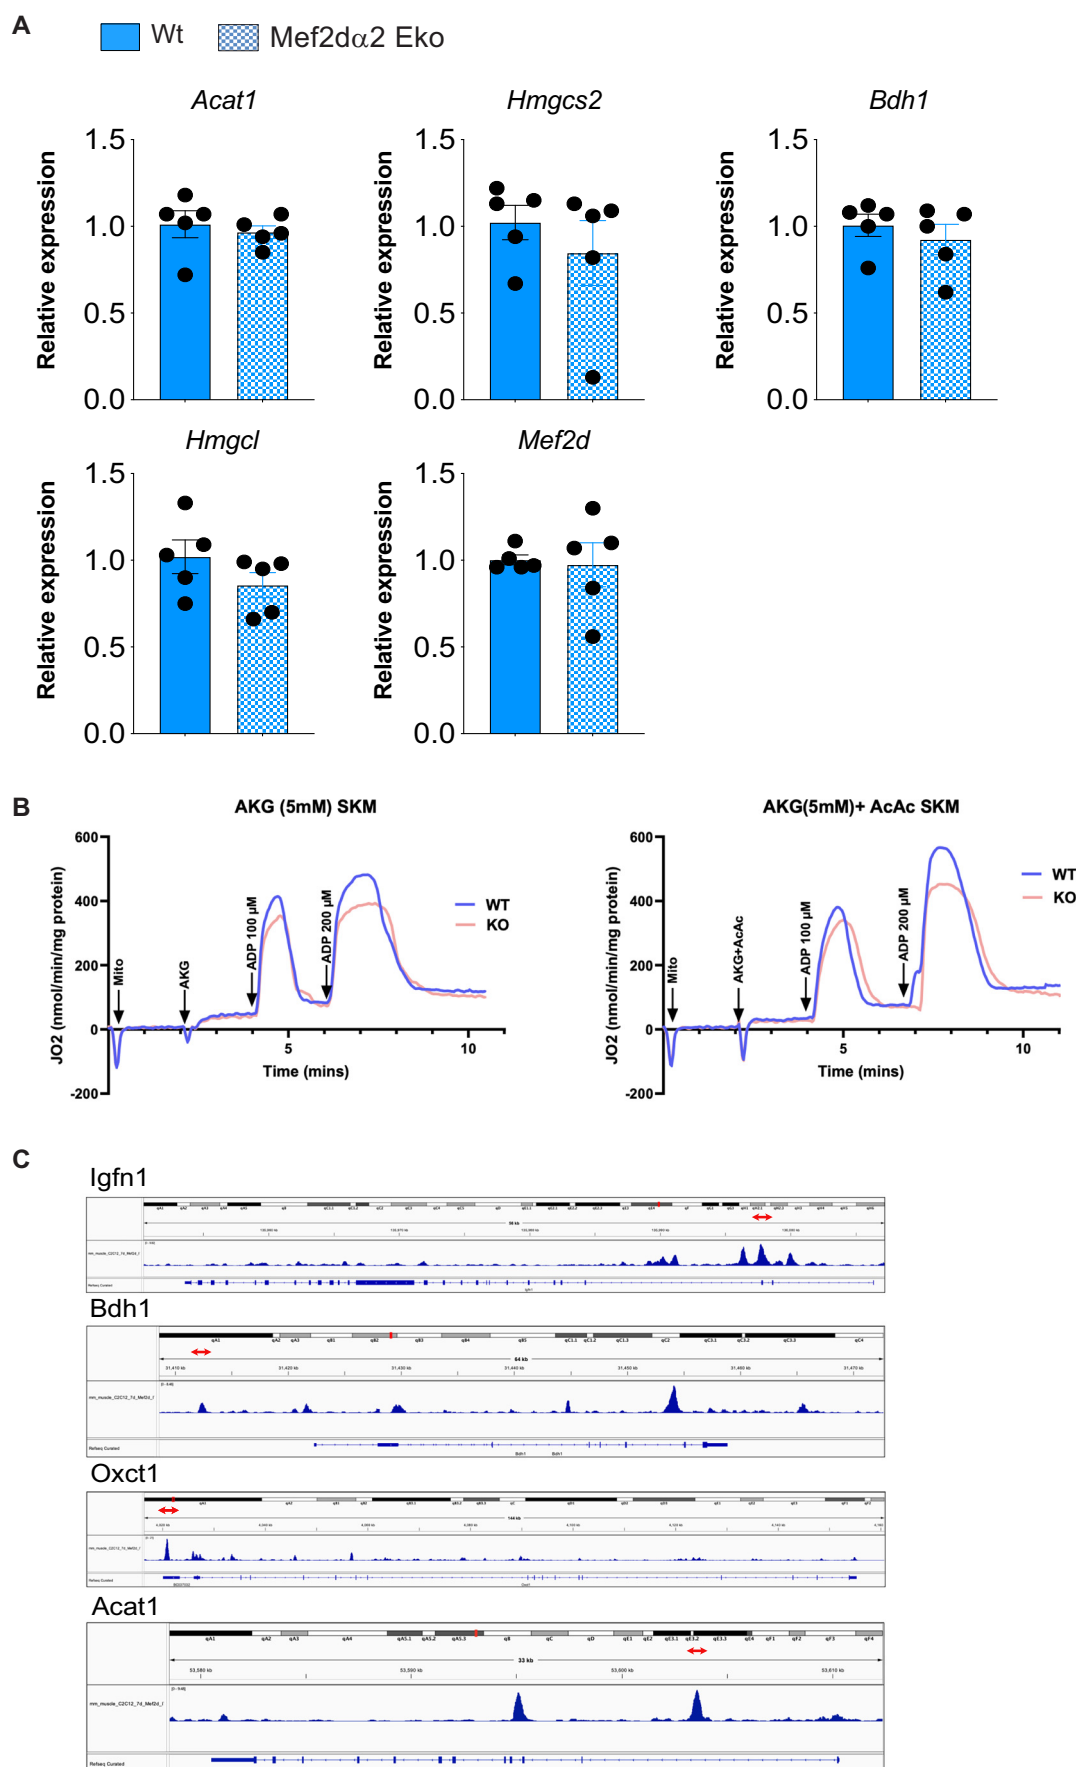

**Figure EV5. Gene expression related to ketone body metabolism does not differ in the livers of Mef2d $\alpha$ 2 Eko mice.**

(A) RT-qPCR showing relative expression of indicated transcripts normalized to *Hprt* transcript levels using total RNA from WT and MEF2D $\alpha$ 2 Eko mice livers. Data are mean  $\pm$  SEM,  $n = 5$ , Student's *t* test found no differences in genotypes. (B) Representative time-courses of isolated mitochondrial respiration for WT and MEF2D $\alpha$ 2 Eko mice transitioning from state 1 to state 4 respiration under AKG $\pm$  AcAc. The respiratory rates are expressed as nmol/min/mg mitochondrial protein. The transitions from state 1 to state 4 respiration were monitored by first adding isolated mitochondria (0.05 mg/mL) to the respiration buffer at  $t = 0$  min leading to state 1. At  $t = 2$  min, substrates were added to energize the mitochondria, which led to state 2 respiration. This was followed by sequential additions of incremental ADP concentrations (100 and 200  $\mu$ M). AKG: Alpha-ketoglutarate and AcAc: acetoacetate. (C) MEF2D ChIP data from Gönczi et al viewed on IGV viewer (version 2.19.4) for *Igf1*, *Bdh1*, *Oxct1*, and *Acat1* gene locus. The bi-directional arrowed line shows the region where we designed our primers for our analyses. Source data are available online for this figure.

How the deposited data were processed for this re-analysis (not part of the article)

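Quadriceps RNA of 2 WT and 2 Mef2dα2 Eko male mice at 20 weeks of age was selected for polyA and sequenced, with 1 library per mouse. The genotype and the replicate number of each library come from the sample labels, and each mouse was matched to the genotype the paper gives it in Table EV1. The authors checked the reads with FastQC, aligned them to the mm10 genome and estimated the expected count of each gene with RSEM and the Ensembl annotation of GRCm38, and these expected counts were deposited with no normalization. The paper's text does not name the aligner used before RSEM, a strand setting for counting, or a step that rounds the expected counts. None of the deposited values was other than a whole number, so rounding for edgeR changed no value, and the number of values that were not whole was 0. The paper compared the genotypes with DESeq2 at an adjusted p below 0.05.

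The deposited table has 51826 rows named by gene symbol. Of the symbols, 91 stand on more than 1 row, 183 rows in all, and these were kept as separate rows. Positions, exons, transcript length and GC content were taken from GENCODE release M21 on GRCm38, in which 92.1% of the rows have their symbol. This release differs from the Ensembl annotation the authors used, so a gene's limits can differ between them. Overlaps with a gene on the other strand are named for most genes whose own log2 fold change is given, since reads from one strand could have been counted for the other.

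Total expected counts were 76748043 in WT replicate 1, 79771613 in WT replicate 2, 85176059 in Mef2dα2 Eko replicate 1 and 72626757 in Mef2dα2 Eko replicate 2. The smallest level a library can show, taken as 3 counts, was between 0.0352 and 0.0413 CPM, which covers counting error only.

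Counts were analysed in R 4.3.3. The genotypes were compared with the quasi-likelihood test of edgeR 4.0.16 with genotype as the sole term, TMM normalization, and edgeR's default filter on low counts, which kept 16120 of the 24621 genes with any count. The p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. Log2 fold changes carry a prior count of 0.125, and their standard errors were computed from the log2 fold change and the F statistic. A fold against a genotype whose libraries were all at or under 3 counts was computed against that floor and given as a lower bound. For 12 gene sets, limma 3.58.1's camera compared the statistics of a set with those of the other genes at an inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over the sets.

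The text names the genes the paper names beside its RNA-seq data, except 1 gene that is not reported here, and Oxct1, Acat1, Mef2a and Mef2c, the genes of the ontology terms in the paper's source data, members of the gene sets where a set is discussed, and the 5 genes with the largest log2 fold change in each direction among those that passed the threshold and whose Mef2dα2 Eko mice both lay on the same side of both WT mice. Genes named outside this rule are marked as chosen after their values were seen.

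The alternatives were DESeq2 1.42.0 with and without its independent filtering, RLE and upper-quartile normalization in place of TMM, no filter on low counts, a filter of at least 1 CPM in 2 libraries, edgeR's likelihood ratio test, limma-voom, a fit with the replicate number as a block, and leaving out each mouse in turn. The gene sets were also tested with limma's fry and with camera's estimated inter-gene correlation. DESeq2 on all genes with any count, and corrections of each library's trend with GC content or with transcript length, were added after the data were seen, as were gene set tests that join the block with fry or the estimated correlation. The numbers that pair the mice in the fit with a block come from the replicate numbers in the sample labels, which number different mice. A fit to expected counts that were not rounded was not run because the values are whole.

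The tests were tested on simulated data, in which counts were drawn for the real genes from the means and totals of the real libraries and 200 genes were changed by known folds. With dispersions drawn from the fitted prior, edgeR's quasi-likelihood test called 164 of the 200 changed genes and 8 unchanged genes among 15816 tested. With each gene's own fitted dispersion, it called 190 of the 200 changed genes and 41 unchanged genes among 15821 tested. The GC correction was tested on 15841 simulated genes given a GC trend, where 1572 unchanged genes were called before the correction and 3 after it. That trend was stronger than the real one, with a rank correlation of 0.675 before the correction against -0.21 in the real data. The simulated genes also took their dispersions from the fitted trend alone. These numbers of calls therefore do not carry over to the real data. The exon-level reads behind the paper's browser view of Mef2d, and the paper's other tissues and assays, were not analysed here.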

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

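The tests on the reads of the Ces2 genes and of Sox4, those of Ces2c and Aacs against the composition of the tissue, and the corrections for GC content and length, were chosen only after the results were seen.

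Ces2c, Gm26735 and Aacs changed at least 2-fold at an adjusted p below 0.05 in edgeR's quasi-likelihood test and are outside the genes the paper discusses. Each stood above the smallest level the libraries can show, at a mean of 1.09 CPM for Ces2c in WT mice, 0.636 CPM for Gm26735 in Mef2dα2 Eko mice and 3.64 CPM for Aacs in WT mice.

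Ces2c had 85 counts in each WT mouse and 4 and 5 counts in the Mef2dα2 Eko mice, a log2 fold change of -4.21. It passed the threshold under all 12 alternatives (adjusted p from 4.54e-16 to 0.0431) and stayed between -4.50 and -3.91 with each mouse left out in turn. If RSEM had moved its reads to other Ces2 genes, these would have gained what Ces2c lost. The other Ces2 genes together changed by -0.39 CPM against -1.03 CPM for Ces2c, so no such gain was seen. Ces2b also fell, from 15 and 27 counts in WT to 3 and 0 counts in Mef2dα2 Eko mice, and was named after its values were seen. Shared reads could still link the falls of Ces2c and Ces2b, which the change of -0.39 CPM leaves open. Across all genes the log2 fold change was related to GC content (rank correlation -0.21). The GC correction took this rank correlation to -0.0031 but left Ces2c at -4.23 with an adjusted p of 0.0352. Although GC effects outside this trend were not tested, these values argue against the trend as the source of the fall in Ces2c. Fat tissue on the WT muscles alone did not account for it, since WT replicate 2 and Mef2dα2 Eko replicate 1 had adipocyte scores of 0.05 and -0.13 but differed by -3.91 on the log2 scale in Ces2c. Its log2 fold change minus that of the lowest macrophage marker was -3.43. A difference in the time of harvest was not excluded.

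Gm26735 had 1 and 0 counts in the WT mice and 59 and 42 counts in the Mef2dα2 Eko mice, and was at least 16.6-fold higher (adjusted p = 0.0424). It was called under 9 of the 11 alternatives that tested it (adjusted p up to 0.0431 where one was given). DESeq2 with independent filtering set no adjusted p for it, with and without the filter on low counts, and with at least 1 CPM in 2 libraries it was not tested. It overlaps Sox4 on the other strand, and reads of Sox4 counted for the wrong strand could give such counts. Sox4 changed by 0.33 on the log2 scale (adjusted p = 0.456). It had 238 and 270 counts in WT and 380 and 267 counts in Mef2dα2 Eko mice. Sox4 did not rise by a similar fold, so a constant share of its reads does not account for the difference. A share that differed between the genotypes was not excluded, since 59 and 42 counts are small beside the spread of Sox4 between mice. A change at this locus that depends on the genotype is a hypothesis. The sex-linked genes, with 9 counts of Xist at most, cannot show a mix-up among males, and the paper reports the deletion of the exon in its reads (Fig. 4A).

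Aacs (ENSMUSG00000029482.4, chromosome 5 of GRCm38 from 125475814 to 125517410) encodes acetoacetyl-CoA synthetase, which uses the ketone body acetoacetate, and was named after its values were seen. It had 292 and 277 counts in WT and 133 and 117 counts in Mef2dα2 Eko mice, at 3.64 ± 0.299 CPM (SD, n = 2 mice) and 1.59 ± 0.0659 CPM (SD, n = 2 mice). Its log2 fold change was -1.19 (standard error 0.16, adjusted p = 0.0481 from edgeR's quasi-likelihood test). The paper's Table EV2 gives a log2 fold change of -1.19 and an adjusted p of 0.306. Aacs passed under 8 of 12 alternatives and lay between -1.26 and -1.11 with each mouse left out. It did not pass with at least 1 CPM in 2 libraries (adjusted p = 0.0613), limma-voom (0.0595), the GC correction (0.0632) or the length correction (0.0608). Fat tissue on the WT muscles alone did not account for it, since Aacs differed by -1.14 on the log2 scale between Mef2dα2 Eko replicate 1 and WT replicate 2, whose adipocyte scores were close. The log2 fold change of Aacs minus that of the lowest macrophage marker was -0.42. Since Aacs did not pass after the GC or the length correction, its call depends on those settings. Tmem132b, another called gene named after its values were seen, lies within 100 kb of Aacs.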

How the results depend on the processing

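The alternatives were set before the data were examined, except for DESeq2 on genes with any count, the GC correction, the length correction, and the gene set tests that join the replicate block with fry or the estimated correlation, which were chosen after the results were seen. Expected counts without rounding were not run, because all values are whole.

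The edgeR quasi-likelihood test called 67 of 16120 genes, 50 lower and 17 higher in Mef2dα2 Eko mice, of which 24 changed at least 2-fold, 43 were on the paper's list of 114, 10 were among the 23 genes of the paper's lower ontology terms and 0 were among the 4 genes of its higher terms, although all 4 had an unadjusted p below 0.05. The same counts, in this order, were within 1.5 times of these with RLE normalization (58, 42, 16, 24, 40, 9 and 0), upper-quartile normalization (64, 47, 17, 24, 42, 9 and 0) and limma-voom (57, 41, 16, 19, 38, 10 and 0), which shared 58, 64 and 55 genes with the 67. Larger numbers came from DESeq2 (318, 186, 132, 50, 97, 20 and 4), DESeq2 without independent filtering (309, 181, 128, 51, 97, 19 and 4), edgeR's likelihood ratio test (312, 198, 114, 87, 103, 22 and 4), no filter on low counts (799, 496, 303, 153, 113, 23 and 4, over 24621 genes) and DESeq2 on genes with any count (284, 171, 113, 47, 94, 19 and 3). They shared 66, 67, 67, 67 and 66 genes with the 67. Smaller numbers came with at least 1 CPM in 2 libraries (23, 18, 5, 10, 17, 7 and 0, over 12241 genes), the GC correction (40, 30, 10, 17, 28, 8 and 0) and the length correction (35, 27, 8, 16, 26, 8 and 0), and all 23, 40 and 35 genes were among the 67.

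The share of called genes that were lower was 74.6%, and it was 58.5% with DESeq2, 58.6% without its independent filtering, 60.2% with DESeq2 on genes with any count, 62.1% without the filter on low counts and 63.5% with the likelihood ratio test. RLE and upper-quartile normalization gave 72.4% and 73.4%. Without the filter on low counts, edgeR's estimate of the prior degrees of freedom was infinite, against 4.88 with the default filter, so that all genes shared 1 trend of the spread. The cause of the other changes in number was not tested. In simulated data with dispersions drawn from the fitted prior (15816 genes, 200 of them changed), unchanged genes called numbered 8 with the quasi-likelihood test, 7 with limma-voom, 51 with DESeq2 and 72 with the likelihood ratio test, beside 164, 162, 186 and 185 changed genes. With each gene's own fitted dispersion (15821 genes), they numbered 41, 40, 30 and 63, beside 190, 190, 187 and 194 changed genes.

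With the replicate number as a block, 186 genes were called, 136 lower and 50 higher, 51 of them at least 2-fold, 82 on the paper's list, 18 among the genes of the lower terms and 2 among those of the higher terms, with all 67 genes among them. Same-numbered mice are different animals. The paper describes the mice as littermates, without saying which of them belong together, and the correlation of their deviations from the genotype means across 16120 genes was 0.0909 (Pearson), within 0.1 of 0, and 0.155 (Spearman), outside it, so that some pairing is not excluded. In the simulated data, which had no pairing, the block called 74 unchanged genes with dispersions drawn from the prior and 61 with each gene's own.

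Bdh1 had an adjusted p below 0.05 under all 12 alternatives that give one, with log2 fold changes from -1.27 to -1.24 and adjusted p-values from 3.55e-33 to 0.0438. Igfn1 did so under 9 of the 12, and its log2 fold change was -2.36 with at least 1 CPM in 2 libraries (adjusted p = 0.0613), -2.28 with limma-voom (adjusted p = 0.0582) and -2.29 with the GC correction (adjusted p = 0.0511), over a range of adjusted p from 1.40e-131 to 0.0613. The cause was not tested. Acat1 changed sign with the length correction, to 0.014, and Mef2c with upper-quartile normalization, to -0.0011, with at least 1 CPM in 2 libraries, to -0.0010, and with the GC correction, to -0.039. These changes of sign are smaller than the genes' errors. Mef2d, Oxct1, Acat1 and Mef2c were called under none of the 12. Over the 4 fits that each left out 1 mouse, the log2 fold change ran from -1.43 to -1.10 for Bdh1, from -2.76 to -1.77 for Igfn1, from -0.16 to 0.12 for Oxct1, from -0.04 to -0.0027 for Acat1 and from -0.06 to 0.11 for Mef2d. An arm with 1 mouse gives no p-value, so no numbers of genes are given for these fits.

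All 23 genes of the lower terms were lower and all 4 of the higher terms were higher under every alternative, except that 1 of the 23 was not tested with at least 1 CPM in 2 libraries. Every alternative used the counts on which the paper chose these genes, so their direction gives no independent support. The 38 other genes named gave 454 values, of which 335 stayed on their side of the threshold, 34 of 11 genes no longer passed, 82 of 17 genes passed, and 3 of Mef2c changed sign. With a mouse left out, 28 of 152 values moved by more than the spread between mice, and 4, of Hk2 and Mef2c, changed sign.

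Of the 12 gene sets, 7 had an adjusted p below 0.05 with camera at the fixed inter-gene correlation. With fry the number was 0, with 3 sets at an unadjusted p below 0.05, and with the estimated correlation it was 0, with 2 sets at an unadjusted p below 0.05. The 7 calls therefore depend on the fixed correlation. Joined with the replicate block, the number of sets was 0 with the estimated correlation, with 0 sets at an unadjusted p below 0.05, and 0 with fry, with 2 sets, macrophage and immediate early genes, at an unadjusted p below 0.05. In these fits the adipocyte set had unadjusted p-values of 0.0588 and 0.0653, against 0.161 and 0.232 without the block, and the macrophage set 0.136 and 0.00887, against 0.126 and 0.107. The number was 7 with the replicate block alone, upper-quartile normalization and the length correction and 6 with at least 1 CPM in 2 libraries and the GC correction. The circadian set, with a p of 0.914 from camera, changed direction with fry (a p of 0.972, adjusted p = 0.972), with the replicate block (a p of 0.359, adjusted p = 0.431), and with the block joined with the estimated correlation (a p of 0.529, adjusted p = 0.794) and with fry (a p of 0.193, adjusted p = 0.289). The citric acid cycle set did so with the length correction (a p of 0.871, adjusted p = 0.951).

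The depth limits genes near the floor. Gm26735, at 0 and 1 counts in the WT mice, has a lower bound in place of a fold. Gdnf, with 19 to 117 counts in a library, ran from 1.44 to 2.36 on the log2 scale over the fits that each left out 1 mouse.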

Differences from the paper's values

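DESeq2 on genes with any count, the GC correction and the length correction were chosen only after the results were seen, and the other alternatives were set before the data were examined. Numbers of genes are at an adjusted p below 0.05.

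The paper reports 114 differentially expressed genes, against 67 from edgeR's quasi-likelihood test. No alternative came within 1.5 times of the paper's number. The alternatives set before the data were examined gave 318 genes with DESeq2, 309 without its independent filtering, 58 with RLE and 64 with upper-quartile normalization, 799 without the filter on low counts, 23 with at least 1 CPM in 2 libraries, 312 with the likelihood ratio test, 57 with limma-voom and 186 with the replicate block. The alternatives chosen after seeing the values gave 284 with DESeq2 on genes with any count, 40 with the GC correction and 35 with the length correction.

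The paper reports 40 upregulated genes, against 17. With the replicate block there were 50, which is within 1.5 times of the paper's number. The other alternatives set before the data were examined did not close the gap, with 132 (DESeq2), 128 (DESeq2 without independent filtering), 16 (RLE), 17 (upper quartile), 303 (no filter on low counts), 5 (at least 1 CPM in 2 libraries), 114 (likelihood ratio test) and 16 (limma-voom). Nor did those chosen after seeing the values, with 113 (DESeq2 on genes with any count), 10 (GC correction) and 8 (length correction).

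The paper reports 47 genes that changed at least 2-fold, against 24. DESeq2 gave 50, DESeq2 without independent filtering 51 and the replicate block 51, which close the gap in number alone. RLE and upper-quartile normalization (24 each), no filter on low counts (153), at least 1 CPM in 2 libraries (10), the likelihood ratio test (87) and limma-voom (19) did not close it. DESeq2 called 318 genes at any fold and the replicate block 186, against the paper's 114. A near number at 2-fold therefore does not show that the genes are the same. Of the alternatives chosen after seeing the values, DESeq2 on genes with any count gave 47, the GC correction 17 and the length correction 16, and the last 2 did not close the gap.

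The paper calls all of its 114 genes, and 70 of them were tested here without passing the threshold, each with an unadjusted p below 0.05. Without the filter on low counts 69 of the 70 passed, with the likelihood ratio test 60, with DESeq2 54, with DESeq2 without independent filtering 54, with the replicate block 39, with limma-voom 2 (Cryab and Gm7993, named after their values were seen), and with DESeq2 on genes with any count, chosen after seeing the values, 51. RLE and upper-quartile normalization, at least 1 CPM in 2 libraries and the corrections for GC content and length called 0 of the 70. Phyhip, named after its values were seen, passed under none of the alternatives (log2 fold change -1.60, adjusted p = 0.345 from edgeR's quasi-likelihood test).

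Of the genes chosen by the rule for named genes that the paper calls, 17 did not pass. Mapk10 passed without the filter on low counts. Cyp2e1 and Pck1 passed without that filter, with the likelihood ratio test and with the replicate block. Dapk1 and Epha7 passed with DESeq2, without the filter on low counts and with the likelihood ratio test, and Epha7 also with DESeq2 without independent filtering. Dmpk, Pcx, Arc and Gdnf passed with DESeq2, with and without independent filtering, without the filter on low counts, with the likelihood ratio test, and with DESeq2 on genes with any count, chosen after seeing the values. Prkcd, Galm, Mlph, Actn2, Myoz2, Phyhd1, Fgf2 and Wnt4 passed under these and with the replicate block.

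The paper also calls Gm26723, with the paper's log2 fold change of -28.75 and the paper's adjusted p of 0.000544. It had 103 counts in WT replicate 1 and 0 counts in the other 3 libraries and was left out by edgeR's filter. Without that filter it passed, and DESeq2 on genes with any count, chosen after seeing the values, gave an unadjusted p of 0.0881.

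The introduction of the paper gives the directions of its calls the other way round from its results section, with more genes upregulated than downregulated. Here 50 genes were lower and 17 were higher in Mef2dα2 Eko muscles, and lower genes were the more numerous under each alternative.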

Other observations

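The tests of genes linked to Mef2d or on its chromosome, of neighbouring genes, of Bdh1 and Igfn1 against the composition of the tissue, of the chaperone genes, and the corrections for GC content and length were chosen only after the results were seen. Gene set p-values come from limma's model across genes, since 2 mice against 2 allow no small p by permutation.

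Library totals overlapped between the genotypes, with a ratio of mean totals of 1.01 (Mef2dα2 Eko over WT), and the share of counts in the 10 most counted genes also overlapped, with means 0.249 percentage points apart, so neither sets the genotypes apart. All 4 libraries had 5153 to 6637 counts of the Y-linked gene Ddx3y and at most 9 counts of Xist, as in males. Since all mice are male, these genes cannot show a swap between genotypes, and Mef2d itself did not differ at the gene level. The paper reports the deletion of the α2 exon in its RNA-seq reads (Fig. 4A), and those exon-level reads were not analysed here.

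Splitting the 4 libraries into 2 and 2 in other ways called 0 genes in both other splits, with 735 and 238 genes at an unadjusted p below 0.05, against 67 and 1864 genes for the genotypes. So 1 of the 3 splits, the real one, gave as many genes. The split of WT 1 and Eko 1 against WT 2 and Eko 2 keeps same-numbered mice together, and the split of WT 1 and Eko 2 against WT 2 and Eko 1 parts them as the genotypes do. With 3 splits, a share under 0.05 cannot be reached.

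Across genes, which are not independent replicates, the log2 fold change fell with GC content (rank correlation -0.21) and rose with transcript length (0.12), over the 96.9% of tested genes with a value. Within libraries, the rank correlation of a gene's deviation from its mean with GC content was 0.155 and 0.120 in the WT mice and -0.137 and -0.155 in the Mef2dα2 Eko mice, and over the other splits it was -0.05 and -0.02. Such a trend may come from library preparation or sequencing. With each library's GC trend taken out, 40 genes passed, all among the 67, and Bdh1 passed with an adjusted p of 0.0352 (from 3.55e-33 to 0.0438 over its 12 alternatives). The correction took the rank correlation to -0.0031. Whether the trend is technical or belongs to the genotype cannot be told apart, because it follows the genotype.

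The adipocyte markers had a mean log2 fold change of -1.06, with 10 of 12 lower, and the macrophage markers one of -0.50, with 10 of 11 lower. At camera's fixed inter-gene correlation their p-values were 5.12e-08 and 2.44e-08, but with the estimated correlation they were 0.161 and 0.126. The replicate block was joined with fry and with the estimated correlation after the results were seen. With fry the macrophage set had an unadjusted p below 0.05, and with the estimated correlation neither set did. In both fits 0 of the 12 sets had an adjusted p below 0.05. The mean adipocyte score, on the log2 scale around the gene means, was 0.99 and 0.05 in the WT mice and -0.13 and -0.91 in the Mef2dα2 Eko mice. The genes lower in Mef2dα2 Eko mice could in part come from fewer of these cells in the samples, and this cannot be told apart from an effect in muscle fibres. Slow-fibre markers did not differ as a set (a p of 0.0703 and adjusted p = 0.105 from camera, 9 of 11 lower, mean log2 fold change -0.24).

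For Bdh1 and Igfn1, fat tissue, slow fibres and macrophages were each looked at and none alone accounted for the whole difference. Mef2dα2 Eko replicate 1 and WT replicate 2 had adipocyte scores close to each other, yet Bdh1 differed between them by -1.06 and Igfn1 by -1.88 on the log2 scale. Mef2dα2 Eko replicate 1 had a slow-fibre score 0.62 above that of WT replicate 1, yet lower levels of both genes. Both fell by more than the lowest macrophage marker, at -0.77. Igfn1 was higher in WT replicate 1, which had the highest adipocyte score, at 90.3 CPM against 45.0 CPM in WT replicate 2, so a partial contribution of fat tissue to its change is not excluded. Bdh1 passed after the GC correction, and Igfn1 kept a log2 fold change of -2.29 with an adjusted p of 0.0511. A difference in the time of harvest was not excluded, and an effect of the α2 exon on these genes is a hypothesis here.

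The circadian genes did not differ as a set (a p of 0.914 and adjusted p = 0.914 from camera). Arntl changed by 0.14 (adjusted p = 0.723) and Dbp by -0.19 (adjusted p = 0.667), which is the opposing pattern of a shift in harvest time but within error, so a small difference in time of day cannot be told apart. Arntl overlaps Gm45355 and Dbp overlaps Sphk2 on the other strand.

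Of the genes with a position, 4 of 66 called genes (Gstm1, Gstm2, Il12a and Slc16a1) lay within 25 Mb of Mef2d, against 405 of 15618 tested (Fisher's exact test, two-sided, p = 0.0919), so the share was higher near the edited locus but the test did not settle whether there is an excess. On chromosome 3 as a whole lay 8 of the 66, or 12.1%, against 805 of 15618 tested, or 5.15% (Fisher's exact test, two-sided, p = 0.0197). Chromosome 3 was the 1 chromosome of 22 with an unadjusted p below 0.05, and its p adjusted over the 22 was 0.433. The paper states that the edited mice were made in C57BL6/J and backcrossed to WT mice of that same background. Whether variants linked to the edited locus account for any calls on chromosome 3 cannot be told from these tests. Within 100 kb of another called gene lay 4 called genes, which are Aacs with Tmem132b and Gstm1 with Gstm2. A share of 0.116 of 1000 random draws had as many, with a median of 0 and a maximum of 10. Gstm1, Gstm2 and Tmem132b were named after their values were seen.

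A hypothesis from the calls is that chaperone genes fell as a group. Of 25 chaperone genes, listed after several were seen among the calls, all 25 were lower, with a mean log2 fold change of -0.63, and 4 (Hspa4l, Hsph1, Dnaja4 and Bag3, named after their values were seen) passed. Adjusted over the list alone, 17 passed. All 25 had a p of 0.0460 from camera with the estimated correlation and of 0.0364 from fry, but the list was made after some of its genes were seen among the calls. The 21 that were not called, a choice made by the outcome as well, had a p of 8.03e-19 from camera at the fixed correlation, of 0.0746 with the estimated correlation and of 0.0616 from fry. These tests do not settle whether the group fell or the mice varied together.

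In quadriceps, the other ketolytic genes did not differ. Oxct1 was at 318 ± 40.5 CPM (SD, n = 2 mice) in WT and 312 ± 1.72 CPM (SD, n = 2 mice) in Mef2dα2 Eko mice (log2 fold change -0.03, standard error 0.09, adjusted p = 0.930 from edgeR's quasi-likelihood test), and Acat1 was at 130 ± 1.58 CPM (SD, n = 2 mice) and 128 ± 2.95 CPM (SD, n = 2 mice) (log2 fold change -0.03, standard error 0.06, adjusted p = 0.911 from the same edgeR test). The paper's measurements of these genes are in soleus. The ketolysis set of 3 genes had a p of 4.11e-05 from camera (adjusted p = 8.22e-05), but without Bdh1 the p was 0.836. Mef2a changed by 0.09 (adjusted p = 0.665) and Mef2c by 0.00 (adjusted p = 0.996). Oxct1 overlaps BC037032 and Gm15632, and Mef2a overlaps Lysmd4, on the other strand.

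Slc16a1 (chromosome 3 of GRCm38 from 104638668 to 104658462) encodes the monocarboxylate transporter MCT1, which carries ketone bodies and lactate, and was named after its values were seen. It was at 42.7 ± 0.567 CPM (SD, n = 2 mice) in WT and 30.6 ± 0.537 CPM (SD, n = 2 mice) in Mef2dα2 Eko mice (log2 fold change -0.48, standard error 0.07, adjusted p = 0.0484 from edgeR's quasi-likelihood test). The paper's Table EV2 gives a log2 fold change of -0.48 and an adjusted p of 0.594. It passed under 8 of 12 alternatives (adjusted p from 1.04e-05 to 0.0565). With Bdh1 and Aacs, 3 genes tied to ketone bodies were lower, and Aacs too was named after its values were seen. The paper reports reduced ketone body use by mitochondria pooled from leg muscles that include the quadriceps. These transcript levels do not measure that use. Slc16a1 lies within 25 Mb of Mef2d (Fisher's exact test, p = 0.0919, which did not settle an excess there), and Oxct1 and Acat1 did not change.

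Nuclear genes of oxidative phosphorylation were lower in 67 of 73 cases with a mean log2 fold change of -0.10 (a p of 3.41e-06 and adjusted p = 1.02e-05 from camera), and -0.09 after the GC correction. With the estimated inter-gene correlation the p was 0.316. The 29 fatty acid genes of the paper's RT-qPCR panel were lower in 25 cases (adjusted p = 1.31e-05 from camera). With the estimated correlation, neither set had an adjusted p below 0.05, and the fatty acid set had an unadjusted p of 0.0358.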
